# A lignin-derived material improves plant nutrient bioavailability and growth through its metal chelating capacity

**DOI:** 10.1038/s41467-023-40497-2

**Published:** 2023-08-11

**Authors:** Qiang Liu, Tsubasa Kawai, Yoshiaki Inukai, Dan Aoki, Zhihang Feng, Yihui Xiao, Kazuhiko Fukushima, Xianyong Lin, Weiming Shi, Wolfgang Busch, Yasuyuki Matsushita, Baohai Li

**Keywords:** Carbon cycle, Crop waste, Sustainability, Agriculture

## Abstract

The lignocellulosic biorefinery industry can be an important contributor to achieving global carbon net zero goals. However, low valorization of the waste lignin severely limits the sustainability of biorefineries. Using a hydrothermal reaction, we have converted sulfuric acid lignin (SAL) into a water-soluble hydrothermal SAL (HSAL). Here, we show the improvement of HSAL on plant nutrient bioavailability and growth through its metal chelating capacity. We characterize HSAL’s high ratio of phenolic hydroxyl groups to methoxy groups and its capacity to chelate metal ions. Application of HSAL significantly promotes root length and plant growth of both monocot and dicot plant species due to improving nutrient bioavailability. The HSAL-mediated increase in iron bioavailability is comparable to the well-known metal chelator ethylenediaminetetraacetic acid. Therefore, HSAL promises to be a sustainable nutrient chelator to provide an attractive avenue for sustainable utilization of the waste lignin from the biorefinery industry.

## Abstract (web summary)

Biorefinery lignin waste has little value in the market. Here, Liu et al. find that water-soluble lignin, converted from sulfuric acid lignin, improves plant iron bioavailability and growth through a metal chelating capacity comparable to the metal chelator EDTA.

## Introduction

The biomass refinery sector represents an important component of a sustainable bioeconomy and has developed rapidly^1^. Lignocellulosic biomass is considered an ideal biomass for refining raw material for biofuels and other products, as the annual yield of about 200 billion tons doesn’t pose competition for human food or animal feed^2^. Lignin accounts for 15–40% of the total carbon that is contained in lignocellulose biomass^3^. Lignin also constitutes the largest source of natural aromatic polymers and harbors great potential as a starting material for many biobased products^4^. However, due to its heterogeneous chemical structure with complex and variable linkages, lignin is usually regarded as an unfavorable interference factor and discharged as a waste product from the biorefining system^5^. Moreover, most of the lignin is not isolated but is rather burned on-site, which yields the most significant carbon emission from lignocellulosic biomass refining^6^. To overcome this inefficiency in the biomass refining industry, a variety of technologies, including pyrolysis, base-catalyzed or acid-catalyzed hydrogenolysis, and oxidation have been developed for lignin valorization. The current lignin valorization products include low-cost carbon fibers, plant-derived plastics, fungible fuels, and commodity chemicals^6^. However, these lignin-derived materials only account for about 2% of the total industrial lignin (50 million tons), and hardly will be able to deal with the rapidly increasing volume of industrial lignin^7^. Without a sustainable route for utilization of this industrial lignin, the biomass refining industry will remain a considerable source of CO_2_ emissions and waste while missing out on valorizing a substantial amount of lignin^8^.

Hidden hunger or micronutrient malnutrition affects about one third of the world’s population. This is mainly a result of insufficient micronutrients such as iron, calcium, and zinc in the calorie-rich staple crops that these people primarily consume^9^. A pivotal approach to reduce hidden hunger is to increase micronutrients in these staple crops through agricultural technologies or biofortification^10^. Iron deficiency represents one of the most causes of hidden hunger^11^. This is due to the low bioavailability of iron in alkaline soils, which account for 25–40% of surface arable land, as low iron bioavailability in soils not only severely reduces crop yield but also limits the potential increase of iron accumulation in food crops^12^. Micronutrient deficiency in food crops is becoming more severe because of excessive input of macronutrients such as nitrogen and phosphate and rising atmospheric CO_2_ levels^13^. To counteract this, chemical compounds such as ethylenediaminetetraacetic acid (EDTA) can be used as fertilizer additives to effectively improve metal ion bioavailability and elevate metal nutrient accumulation in food crops^14^. However, these fertilizer additives are costly and can cause significant environmental damage as they are non-biodegradable and thereby result in heavy metal pollution^15^. Lignin has several active functional groups, including aliphatic hydroxyl, carbonyl, and phenolic hydroxyl groups, as well as an unshared electron pair on the oxygen atom, all of which are implicated in metal ion chelation. Natural lignin-derived compounds are the largest supply source of the humic substances^16^. Humic substances in soils are natural chelates that increase metal nutrient bioavailability and contribute to avoiding metal nutrient deficiency phenotypes of plants^17^. Lignosulfonate has also been used to synthesize lignosulfonate-iron^18^. Taken together, this indicates that lignin-derived materials have the potential to be used as metal chelators and improve nutrient bioavailability. However, addition of industrial lignin to fertilizer did not draw much attention in the field of lignin valorization^19^.

Sulfuric acid hydrolysis and enzymatic hydrolysis are two major strategies to produce monosaccharides in commercial biorefinery^20^. Sulfuric acid lignin (SAL, generated from sulfuric acid hydrolysis) and enzymatic hydrolysis lignin (generated from enzyme-mediated hydrolysis), are the major lignin byproducts from biorefinery^21^. Both types of lignin show very low solubility in both water and organic solvents due to their high molecular weights and highly condensed structures^22^ (this is stronger in SAL due to the repolymerization and condensation reactions). This limits the valorization of the waste lignin and restricts the sustainable development of lignocellulosic biorefinery^23,24^. Therefore, SAL represents an acid-insoluble lignin residual portion obtained from polysaccharide conversion of lignocellulosic biomass by conducting acidolysis using concentrated sulfuric acid^25^. In a previous study, we converted high purity SAL that prepared by the Klason method to simulate industrial SAL, into water-soluble lignin fragments called hydrothermal sulfuric acid lignin (HSAL) by using an alkaline hydrothermal reaction^26^. Here, we showed that this hydrothermal reaction not only depolymerized SAL, but also strongly reduced methoxy groups and increased the portion of phenolic hydroxyl groups of lignin, conferring significant metal ion chelating capacity to HASL. We found that the addition of HSAL to low nutrient growth media and soils could significantly promote the growth of both monocot and dicot plant species including rice, corn, and *Arabidopsis thaliana*. Combining transcriptomics, genetics, and physiological approaches, we found that the promotion of HSAL on the root growth is primarily driven by enhancing metal nutrient bioavailability. The HSAL-mediated increase of iron bioavailability is comparable to the well-known but not-biodegradable metal chelator EDTA. Therefore, HSAL can serve as a promising sustainable metal chelator to replace synthetic chelating agents, and promises not only to promote the profitability and sustainability of biorefineries but also to sequester more carbon into the underground in future.

## Results

### Synthesis and characterization of water-soluble lignin fragments HSAL

We converted SAL into a liquid-form mixture by using an alkaline hydrothermal reaction at 280 °C for 2 h with an equal amount of NaOH. After removing inorganic reagents and filtering with a cellulose tube at a 3500 molecular weight cutoff, the liquid form of the hydrothermally treated SAL (HSAL) was collected and lyophilized to a powder^26^. As expected, the HSAL powder can be completely dissolved at room temperature in neutral water (The solubility is about 3 grams per 100 ml) (Fig. 1a).

**Fig. 1:**
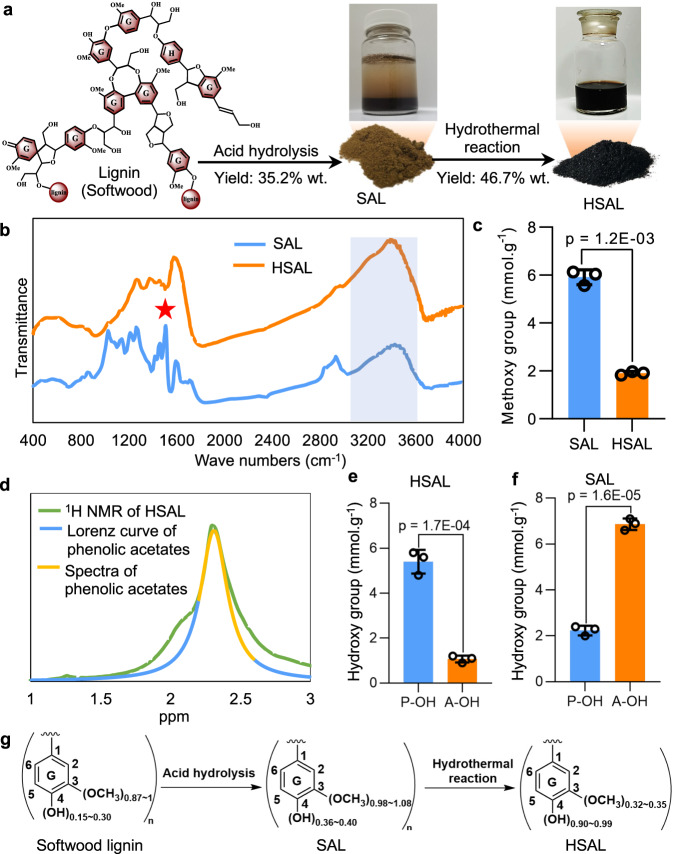
Structural characteristics of hydrothermal sulfuric acid lignin (HSAL). **a** Synthesis of HSAL. During acid hydrolysis of lignocellulosic biomass, sulfuric acid lignin (SAL, yield was 35.2 wt% based on lignocellulosic biomass) was converted into a water-soluble lignin material HSAL (yield was 46.7 wt% based on SAL) with a mild hydrothermal reaction. **b**, Fourier transform infrared spectroscopy (FT-IR) spectra showed the difference of methoxy groups and hydroxy groups between SAL and HSAL. The red star indicates absorption of methoxy groups at 1465 cm^−1^; the blue area indicates absorption of hydroxy groups between 3200 and 3500 cm^−1^. **c** Methoxy group content in SAL and HSAL. **d** Measurement of phenolic hydroxy groups and alcoholic hydroxy groups of HSAL using nuclear magnetic resonance (NMR) spectra. **e** Quantification of hydroxy group content of HSAL in **d**. **f** Quantification of hydroxy group content of SAL. P-OH, phenolic hydroxyl group; A-OH, alcoholic hydroxy group. **g** Model diagram of lignin monomer structural units during HSAL synthesis with the change of methoxy groups and phenolic hydroxy groups. The graphs depict mean and standard deviation (error bars) and individual data points. Statistically significant differences between the means were analyzed with Student’s *t*-test (*n* = 3 independent experiments) in (**c**, **e**, **f**).

Water solubility of lignin depends on the degree of depolymerization, de-methoxy, and phenolic hydroxyl content and carboxyl groups^27^. Since the carboxyl groups undergo an intense and thorough decarboxylation reaction under this hydrothermal reaction^28^, the carboxyl groups can be ignored in HSAL^22^. In previous studies, we have shown that this hydrothermal reaction can cleave carbon-oxygen-carbon bonds, carbon-carbon bonds and alkyl-aryl ether bonds of the aromatic nucleus structure by using oligomeric lignin model compounds with *β-O-4* linkage^22^ and polymeric lignin model compounds^29^. This finding was partly supported by the reduction of the average molecular weight from 57KDa of SAL to 7.5 KDa of HSAL. This result suggested that the hydrothermal reaction effectively shears the carbon-oxygen-carbon bonds and carbon-carbon bonds connecting the lignin monomers to increase the depolymerization of SAL. To understand the overall effect of the hydrothermal reaction on the functional groups of SAL, Fourier Transform Infrared Spectroscopy (FT-IR) was employed to compare the functional groups between SAL and HSAL. FT-IR spectra showed that compared to SAL, absorption of methoxy groups at 1465 cm^−1^ was decreased in HSAL, while absorption of hydroxy groups at 3200–3500 cm^−1^ was increased sharply in HSAL (Fig. 1b). Quantification analysis showed that the methoxy group content of HSAL was 1.91 mmol/g, which was much less than 5.91 mmol/g in SAL (Fig. 1c). Quantification of hydroxy groups showed that the total phenolic hydroxyls amounted to 2.20 mmol/g in SAL and increased to 5.42 mmol/g in HSAL, while the amount of alcoholic hydroxy groups was greatly reduced in HSAL compared to SAL (Fig. 1d–f and Supplementary Fig. 1). Consistently, the proportion of methoxy groups per hundred phenylpropane units was 0.98–1.08 in SAL and was reduced to 0.32–0.35 in HSAL, while the proportion of phenolic hydroxyl groups per hundred phenylpropane units of HSAL (0.9–0.99) was much higher than that of SAL (0.36–0.4) and natural softwood lignin (0.15–0.30) (Fig. 1g). Taken together, these results supported the notion that the hydrothermal reaction not only breaks the carbon-oxygen-carbon bonds and carbon-carbon bonds between lignin monomers but also most likely cleaves the alkyl-aryl ether bonds of the aromatic nucleus structure to reduce the methoxy group and to vacate the positions for phenolic hydroxyl groups, which leads to the water solubility of HSAL.

### HSAL shows metal ion chelating capacity

Increased ratio of phenolic hydroxyl groups to methoxy groups of HSAL monomer units resembles the structure of humic substances that can act as natural nutrient chelators^30^. This prompted us to test the capacity of HSAL for metal chelation. We prepared different chelating complexes for HSAL with FeSO_4_, FeCl_3,_ and CaCl_2_ respectively. Unlike the porous loose structure of HSAL, the chelated complex of HSAL with FeSO_4_ showed a fine sandy texture, while the chelated complexes of HSAL with FeCl_3_ and CaCl_2_ showed a fluffier look (Fig. 2a). The morphological change of these chelated complexes suggested the successful chelation of HSAL with metal compounds. We also performed elemental analysis of HSAL and HSAL-metal complexes. The results showed that iron content is clearly higher in HSAL-FeSO_4_ and HSAL-FeCl_3_, while calcium content is also much higher in HSAL-CaCl_2_ compared to HSAL (Supplementary Table 1). This result supported that HSAL can chelate iron and calcium.

**Fig. 2:**
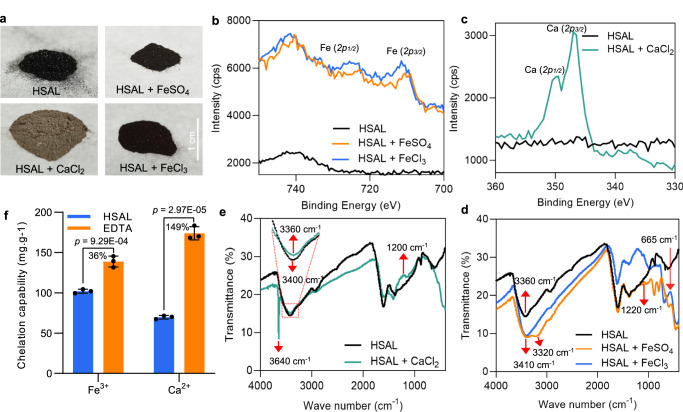
HSAL shows a metal chelating capability. **a** Representative images of HSAL powder and HSAL chelated with FeSO_4_, FeCl_3_ or CaCl_2_ respectively. **b** X-ray photo electron spectrometer (XPS) spectra of HSAL and HSAL chelated with FeSO_4_ or FeCl_3_. The positions of Fe(*2p*_*1/2*_) and Fe(*2p*_*3/2*_) peak were located 723.3–723.9 eV and 709.7–710.6 eV respectively. **c** XPS spectra of HSAL and HSAL chelated with CaCl_2_. The positions of Ca(*2p*_*1/2*_) and Ca(*2p*_*3/2*_) peak were 349.5–350.0 eV and 346.5–347.0 eV respectively. **d** FT-IR spectra comparisons of HSAL, HSAL chelated with FeSO_4_ or FeCl_3_. The FT-IR spectra at 3360 cm^−1^ for the O-H band of HSAL was shifted to 3320 cm^−1^ and 3410 cm^−1^ for the chelated complexes of HSAL with FeSO_4_ and FeCl_3_ respectively. Two prominent bands at 665 cm^−1^ and 1220 cm^−1^ for the chelated complexes of HSAL with FeSO_4_ and FeCl_3_ were corresponding to Fe–O stretching vibrations and C–O of the guaiacol stretching respectively. **e** FT-IR spectra comparisons of HSAL and HSAL chelated with CaCl_2_. The FT-IR spectra of the O-H band at 3360 cm^−1^ for HSAL was shifted to 3400 cm^−1^ for the chelated complexes of HSAL with CaCl_2_. Two new bands at 1200 cm^−1^ and 3640 cm^−1^ were likely assigned to C–O of the guaiacol stretching and the calcium hydroxide stretching respectively. **f** Comparisons of metal chelating capability of HSAL and EDTA using complexometric titration analysis. The graphs depict mean and standard deviation (error bars). Statistically significant differences between the means were analyzed with Student’s *t*-test (*n* = 3 independent experiments).

We further investigated the element composition and element valence state of HSAL and the chelated complexes of HSAL with different metal compounds using X-ray photo electron spectrometer (XPS) based on the specific binding energy. The binding energy for Fe(*2p*_*3/2*_) from FeSO_4_ is between 711.9 and 712.3 eV, while that for Fe(*2p*_*3/2*_) from FeCl_3_ is around 711.0–711.5 eV^31^. As shown in Fig. 2b, the Fe *2p* peak for the chelated complexes of HSAL with FeSO_4_ and FeCl_3_ shifted to 709.7–710.6 eV and 723.3–723.9 eV, which were corresponding to Fe(*2p*_*3/2*_) and Fe(*2p*_*1/2*_) respectively, while no corresponding peak for HSAL was detected. These results indicate that FeCl_3_ and FeSO_4_ were successfully chelated by HSAL. The binding energy of Ca(*2p*_*3/2*_) of CaCl_2_ is between 347.9 and 348.6 eV^32^. The binding energy of Ca *2p* for the chelated complex of HSAL with CaCl_2_ was resolved into two main peaks at 346.5–347.0 eV and 349.5–350.0 eV, which were corresponding to Ca(*2p*_*3/2*_) and Ca (*2p*_*1/2*_) respectively (Fig. 2c). This result indicated that HSAL can also successfully chelate with CaCl_2_.

To define the groups of HSAL involved in the chelation with metals, we performed FT-IR spectra analysis for HSAL and its chelated complexes with FeCl_3_, FeSO_4_, and CaCl_2_ (Fig. 2d, e). The O-H stretch (H-bonded) of HSAL was at 3360 cm^−1^, while it was shifted to 3320 cm^−1^ and 3410 cm^−1^ for the chelated complexes of HSAL with FeSO_4_ and FeCl_3_ (Fig. 2d). Moreover, two new band for each chelated complex of HSAL with FeSO_4_ and FeCl_3_ were observed at 665 cm^−1^ and 1220 cm^−1^, which correspond to Fe-O stretching vibrations and C–O bond of the guaiacol stretching respectively. Since C–O bond of the guaiacol structure primarily stemmed from phenolic hydroxyl groups in HSAL, phenolic hydroxyl groups likely served as the main chelating sites for HSAL binding with ferric iron. In the chelated complex of HSAL with CaCl_2_, the band of the O-H stretching (H-bonded) vibration was shifted from 3360 cm^−1^ to 3400 cm^−1^(Fig. 2e). Moreover, in the chelated complex of HSAL with CaCl_2_, two new bonds in the FT-IR spectrum were observed around 1200 cm^−1^ and 3640 cm^−1^, which can be likely assigned to the C–O of the guaiacol stretching and the O–H bonds (free hydroxyl) from calcium hydroxide^33^ due to calcium chloride combining remaining hydroxide in the chelated complexes, respectively. These results demonstrated that the O–H bond is important for HSAL to chelate with FeSO_4_, FeCl_3,_ and CaCl_2_, while the C–O bond provided by phenolic hydroxyl group seems more specific for HSAL chelation with FeCl_3_ and CaCl_2_. To quantify the chelating capacity of HSAL, we measured the capacity of HSAL chelated with FeCl_3_ and CaCl_2_ using chelatometric titration analysis, and compared it to the well-known chelator EDTA. The results indicated that the capacity for HSAL to chelate Fe^3+^ was 101.9 mg. g^−1^, slightly lower than that of EDTA (138.8 mg. g^−1^) (*p* = 9.3E-04). The capacity for HSAL to chelate Ca^2+^ was 69.7 mg g^−1^, while that of EDTA was 173.8 mg g^−1^ (Fig. 2f) (*p* = 3.0E-05). As the average molecular weight of HSAL (7.5 kDa) is 25.6-fold higher than EDTA, equimolar amounts of HSAL can chelate more metals than EDTA. Taken together, these results demonstrated that HSAL has metal chelating capacity.

Since the inorganic phases might form crystalline hybrid materials due to the presence of free NaOH^34,35^, we took HSAL and its chelated complexes with FeCl_3_ as examples to perform X-ray powder diffraction analysis (XRPD) and Transmission Electron Microscope-energy dispersive X-ray spectrometer (TEM-EDS) analysis to examine whether the HSAL-metal chelating complexes could form hybrid materials composed by HSAL and inorganic phases. As shown in Supplementary Fig. 2a, the XRPD trace of HSAL and HSAL-FeCl_3_ showed a smooth crest, which indicating the amorphous nature of HSAL and HSAL-FeCl_3_. The TEM-EDS images of HSAL and HSAL-FeCl_3_ complexes showed no bright spot aggregation distribution, which also supported the amorphous nature of HSAL and HSAL-FeCl_3_ complexes (Supplementary Fig. 2b, c). Taken together, these results exclude the possibility that these chelated metal compounds form oxide crystals embedded in the polymeric matrix of HSAL.

### HSAL promotes root growth in multiple plant species

Metal chelators including synthetic EDTA and natural humic substances have been associated with enhanced plant growth under nutrient limited conditions^36^. To reveal a potential positive effect of HSAL on plant growth, we tested the effect of different concentrations of HSAL (control, 0.01%, 0.05%, and 0.1%) on the early growth of rice seedlings (*Oryza sativa L. ssp. japonica* cv. *Nipponbare*) grown in water without additional nutrients. All treatments with HSAL for 14 days after germination led to a substantial increase in root and shoot biomass, and root and shoot length in rice seedlings (Fig. 3a–e). The most pronounced increases (a 2.39-fold increase of root length (*p* < 0.05); a 1.30-fold increase of root biomass (*p* < 0.05) were observed with a concentration of 0.05% HSAL (Fig. 3b, c). A similarly increased pattern of HSAL was observed for the shoot (Fig. 3d, e). By measuring root length of *Nipponbare* rice grown under control conditions or with 0.05% HSAL each day, we found that differences in root length between the control and 0.05% HSAL could be observed starting 3 days after germination. Moreover, while roots stopped growing after 7 days in the control condition, they continued to grow at 0.05% HSAL (Fig. 3f). The promotion of shoot growth by 0.05% HSAL was detectable at a later point than that of the root (Fig. 3g). A similar pattern of HSAL growth promotion was observed in two other ecotypes of rice that we tested (*Oryza sativa L. japonica*. var. *Taichung 65* and *Kasalath*) (Supplementary Figs. 3 and 4). These results indicated that HSAL mediated promotion of plant growth is common in different rice varieties.

**Fig. 3:**
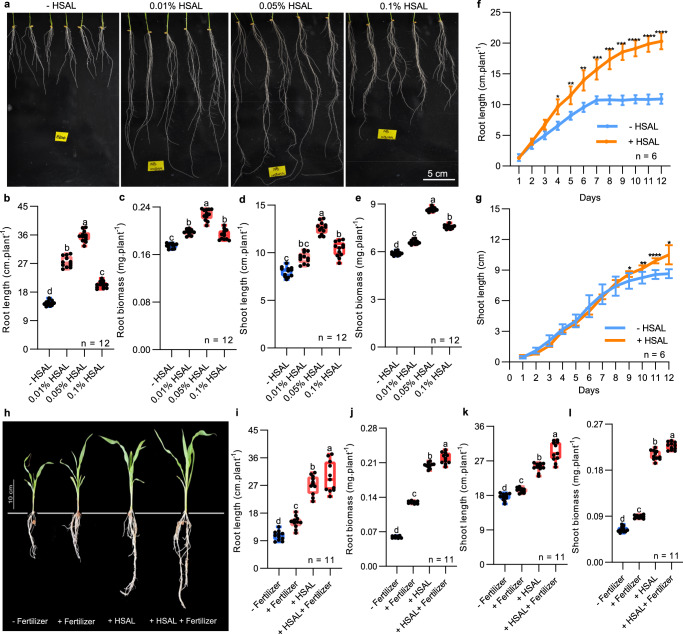
HSAL additive significantly promotes root elongation in different plant species. **a** Representative images showing rice roots (*Oryza sativa Nipponbare*) from seedlings treated with different concentrations of HSAL for 14 days. **b**, **c** Quantification of primary root length **b** and total root biomass **c** of seedlings in **a** using boxplots and individual data points. **d**, **e** Quantification of shoot length **d** and total shoot biomass **e** of seedlings in **a** using box plots and individual data points. **f**, **g** Growth curve on the root **f** and shoot **g** of *Nipponbare* between control and 0.05% HSAL treatments. Line graphs depict mean and standard deviation (error bars). Statistically significant differences between the means were analyzed with Student’s *t*-test (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001) in **f**, **g**. **h** Representative images of corn seedlings grown in soil treated with control solution (- fertilizer), 0.4% fertilizer (HYPONex), 0.4% HSAL, and 0.4% HSAL + 0.4% fertilizer, Scale bars = 10 cm. **i**, **j** Quantification of primary root length **i** and total root biomass **j** in **h**. **k**, **l** Quantification of shoot length **k** and total shoot biomass **l** in **h**. Boxes represent the 25th–75th percentile range, white lines represent medians and whiskers show the minimum–maximum range in **b**–**e**, **i**–**l**. Different letters indicate statistically significant differences based on one-way ANOVA and Tukey’s *HSD* test analysis (*p* < 0.05). The number (n) of seedlings shown in the figure in **b**–**g**, **i**–**l**).

To test the effect of HSAL on the growth of other plant species, we compared the growth of corn (*Zea mays* L.) seedlings in the soil comparing fertilizer and HSAL treatments (Fig. 3h). Compared to the seedlings grown in the control soil, root length was increased by 1.41-fold (*p* < 0.05), 2.56-fold (*p* < 0.05), 2.80-fold (*p* < 0.05) by 0.4% fertilizer, 0.4% HSAL and the combination of the treatments respectively (Fig. 3i). HSAL mediated growth promotion of corn seedlings were also observed for root biomass, shoot length and shoot biomass (Fig. 3j–l). Taken together, our results showed that the effect of HSAL promotion on plant growth is conserved among different species.

### HSAL promotes root elongation by stimulating cell proliferation

To elucidate the underlying cellular mechanisms for the HSAL-mediated promotion of root growth, we analyzed cell numbers, cell sizes, and cell lengths in rice root tips in response to the 0.05% HSAL treatment. As shown in Supplementary Fig. 5a, the width of the rice root treated with 0.05% HSAL was increased compared to that of the seedlings grown in water without additional nutrients and HSAL treatment for 7 days. The total cell number of the root (cross-section view) at 0.05% HSAL was increased by 1.42-fold (*p* = 6.8E-06) compared to the control (Supplementary Fig. 5b). Moreover, the radial cell diameters were increased when grown in 0.05% HSAL (Supplementary Fig. 5c). However, the longitudinal cell length in the mature zone of the rice roots was not significantly changed by 0.05% HSAL treatment (Supplementary Fig. 5d). Overall, these results suggested that the increase of HSAL on the rice root length is primarily due to an effect of cell proliferation rather than increased cell length.

To test whether cell proliferation is affected by HSAL, we used the fluorescent dye 5-ethynyl-2’-deoxyuridine (EdU) that indicates the presence of DNA-synthesizing cells. Confocal microscopy of rice root meristems showed that the EdU fluorescence of the root meristem was similar between the control and 0.05% HSAL when grown in the hydroponics for 3 days. However, 8 days later, the EdU fluorescence almost vanished in the root meristems of seedlings without HSAL treatment, but was still detected at high level in the root meristems of the seedlings treated with 0.05% HSAL (Supplementary Fig. 5e–g). This suggested that 0.05% HSAL can sustain cell proliferation activity of the root meristem for a longer time, which is consistent with the difference of the root growth after 7 days of control and HSAL-treated rice plants **(**Fig. 3f). Together, these results support the conclusion that HSAL maintains cell proliferation and root growth in nutrient-poor conditions where otherwise cell proliferation and growth would seize.

### HSAL increases iron bioavailability to promote root growth

To pinpoint the molecular and biological processes that are targeted by HSAL and lead to enhanced root growth in nutrient poor environments, we performed a genome-wide transcript analysis of the root tip of 7-day-old seedlings treated with or without HSAL for 12 h using RNA-seq (Fig. 4a). This analysis identified 956 up-regulated genes and 1112 down-regulated genes in response to 0.05% HSAL in rice root tips (False Discovery Rate (FDR) ≤ 0.05 and Log2(Fold Change) ≥ 1). 

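The transcriptome of the root tip was compared between 3 control libraries and 3 libraries with 0.05% HSAL. Seedlings of rice (Oryza sativa, Nipponbare) were grown in water for 7 days, and root tips of about 5 mm, 28 per group, were collected after 12 h. The 6 libraries separated by treatment. Across genes, which are not independent replicates, the correlation of log2 values was 0.969 to 0.979 within a group and 0.840 to 0.881 between groups. The authors prepared stranded mRNA libraries and sequenced them from one end. They aligned the reads to version 4 of the Nipponbare genome assembly with TopHat 2.0.9, counted them per gene with HTSeq and tested them with DESeq2 1.10.1. The deposited values are these counts divided by a size factor for each library, and are called normalized counts here. Every value above 0 was a whole multiple of the value of 1 read (100% of values in each library, tolerance 1e-06), so that reads per gene could be recovered. The control libraries held 17129463, 12598888 and 13334454 reads in genes, and the libraries with HSAL held 12636732, 14056567 and 12944795. Of 60845 genes, the 25731 with a mean normalized count of at least 10 over the 6 libraries were tested. HSAL was compared with the control by limma, two-sided, on log2(normalized count + 1). A gene was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, as in the paper. Fold changes on this scale understate the change of genes with low counts. The number of called genes, 4428, moved most without the fold change threshold (10948), on chromosomes 1 to 3 alone (1617) and with a mean of at least 50 as the filter (2521). The paper states at least 3 biological replicates for its experiments in general, and does not say for these libraries whether the 3 of a group came from separate cultures, so p-values measure the spread between these libraries.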

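With 0.05% HSAL, 2057 of the 25731 tested genes were higher and 2371 were lower than in the control (limma), together 17.2%. Among them, 872 were higher and 859 lower by a log2 fold change of at least 2, and 143 and 54 by at least 5. The largest rises included genes of WRKY transcription factors, many of which act in the response to pathogens. Os09g0417800, a WRKY repressor gene of pathogen defense, rose from 3.77 ± 4.78 to 4739.7 ± 267 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). Another WRKY repressor gene, Os09g0417600, rose from 4.73 ± 4.75 to 3066 ± 170.0. Os05g0478800, similar to WRKY transcription factor 48, had no read in the control and 742 ± 45.9 with HSAL, at least 794-fold higher against a floor of 3 reads over the group. Os11g0687100, with a von Willebrand factor type A domain, was at least 1164-fold higher, and Os01g0237500, of the NmrA-like family, at least 712-fold higher against the same floor. Os10g0503300, similar to an acetyltransferase of taxane synthesis, rose from 1.03 ± 1.79 to 1580.1 ± 210.1. Among the genes that fell, the protein kinase gene Os05g0525800 had 203 ± 41.4 in the control and no read with HSAL, at least 191-fold lower against the same floor. Os04g0674800, similar to cellulase 1, fell from 1360.1 ± 214 to 12.2 ± 10.8 (log2 fold change -7.10, standard error 0.46, adjusted p = 2.4e-09 from limma). Os06g0335900, with a lectin and glucanase domain, fell from 1164 ± 237 to 15.6 ± 17.5, and Os01g0164300, with an extensin domain, from 1008 ± 180.2 to 9.59 ± 8.15. A pair of genes similar to chalcone and stilbene synthases, Os10g0158400 and Os10g0162856, had 149 ± 20.3 and 104 ± 24.3 in the control and no read with HSAL. With a filter on a mean of at least 50, 1174 genes were higher and 1347 lower, and by the adjusted p alone, 5431 and 5517.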

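Genes of the cell wall, of lignin and of carbohydrate metabolism were more frequent among the genes changed by HSAL than among all tested genes. Of 288 tested cell wall genes, 48 were higher and 29 lower (limma, 49 and 30 when adjusted over the list alone). The alpha-expansin genes Os03g0155900 and Os01g0248900 rose from 136 ± 16.4 to 1081 ± 124 and from 264 ± 17.3 to 1212 ± 82.6 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). Expansins loosen the wall of growing cells. Os10g0546100, with an extensin domain, fell from 1284 ± 288 to 15.1 ± 3.49, and Os06g0108600, similar to expansin-A17, from 714 ± 139 to 12.6 ± 6.48. Of 63 genes of lignin and phenylpropanoid metabolism, 17 were higher and 6 lower (the same numbers when adjusted over the list alone). Os05g0427400, similar to phenylalanine ammonia-lyase, the entry enzyme of the pathway, rose from 601 ± 110.2 to 2273 ± 5.26. Os02g0811800, similar to cinnamoyl-CoA reductase, rose from 3.72 ± 1.05 to 246 ± 10.0, while the cinnamoyl-CoA reductase gene Os08g0441500 of lignin formation fell from 1153 ± 431 to 398 ± 30.3. Of 123 genes of fatty acid synthesis or lipid transfer, 19 were higher and 6 lower (the same numbers when adjusted over the list alone). Of these, 33 are described by lipid or glycolipid transfer, with 10 higher and 1 lower, and of the other 90, 9 were higher and 5 lower, a division made after seeing the values. The 3 with the smallest adjusted p that rose encode lipid transfer proteins or related proteins, which bind and carry lipids, and Os05g0550300 among them rose from 37.0 ± 16.3 to 619.5 ± 76.1. Os01g0150500, similar to a 3-hydroxyacyl-CoA dehydratase of fatty acid elongation, fell from 296 ± 83.8 to 12.5 ± 2.92, and Os06g0158000, similar to acyl-CoA synthetase, from 196 ± 23.1 to 33.2 ± 9.53. Of 301 genes of glycoside hydrolases and glycosyltransferases, 46 were higher and 26 lower (the same numbers when adjusted over the list alone). The family 31 glycosyltransferase gene Os11g0502700 rose from 6.69 ± 1.37 to 965 ± 106, and the family 14 gene Os03g0692000 fell from 201 ± 11.2 to 14.9 ± 3.17. Over-representation among all changed genes was tested by a one-sided Fisher's exact test, adjusted over 23 lists. The odds ratio was 1.77 for the cell wall (adjusted p = 1.2e-04, exact test) and 2.78 for lignin (adjusted p = 4.9e-04, exact test). It was 1.52 for carbohydrate enzymes (adjusted p = 0.00394, exact test) and 1.23 for fatty acid synthesis and lipid transfer (adjusted p = 0.301, exact test). The lists were searched in the gene descriptions of the deposited table, and Gene Ontology terms were not used here. They were fixed after the called genes of Supplementary Data 1, from the same 6 libraries, had been seen. The tests are therefore not independent of the paper's enrichment. By the adjusted p alone, the exact test gave an adjusted p = 0.0683 for lignin, 0.150 for carbohydrate enzymes and 0.00425 for fatty acid synthesis and lipid transfer, and on chromosomes 1 to 3 one of 0.272 for carbohydrate enzymes.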

A Gene Ontology (GO) enrichment analysis identified several over-presented processes among the differentially expressed genes (DEGs) that were related to cell walls including “lignin metabolic process”, “fatty acid biosynthetic process”, and “carbohydrate metabolic process” (Fig. 4b, c). 

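Nicotianamine synthase genes rose strongly with HSAL. OsNAS1 (Os03g0307300) rose from 325 ± 120.2 to 3014 ± 650.3 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow; log2 fold change 3.26, standard error 0.20, adjusted p = 1.4e-09 from limma). OsNAS2 (Os03g0307200) rose from 406 ± 139 to 3109 ± 527 (log2 fold change 2.98, standard error 0.19, adjusted p = 1.5e-09 from limma). Nicotianamine chelates iron and is the precursor of the phytosiderophores of grasses. Both genes are similar copies that may share reads. Of 5 tested genes found by the word hemoglobin, 2 rose and 2 fell (limma, the same numbers when adjusted over the list alone). Non-symbiotic hemoglobin 1 (Os03g0233900) rose from 173 ± 41.8 to 364 ± 30.0, and Hb2 (Os06g0591600) from 542 ± 18.4 to 1190.4 ± 61.1. Hemoglobin 4 (Os03g0234100) had 208 ± 49.7 in the control and no read with HSAL, at least 196-fold lower against a floor of 3 reads over the group. Hemoglobin 3 (Os03g0234000), which may share reads with it, fell from 118 ± 31.6 to 0.377 ± 0.653. The fifth gene, Os05g0160000, encodes a leghemoglobin reductase and had a log2 fold change of 0.28. Of 587 transporter genes, 69 were higher and 54 lower (the same numbers when adjusted over the list alone). Os09g0448200, similar to a high-affinity potassium transporter, rose from 12.4 ± 5.67 to 837 ± 116, and Os01g0609300, similar to pleiotropic drug resistance protein 3, from 10.9 ± 4.03 to 338 ± 28.0. Of 103 transporter genes for nitrogen, phosphate, sulfate, potassium or peptides, 20 were higher and 10 lower (the same numbers when adjusted over the list alone). The phosphate transporter gene Os10g0444700 rose from 965 ± 91.5 to 3191 ± 376, while Os03g0150800, also of phosphate transport, fell from 554 ± 74.7 to 150.0 ± 19.7. Among all changed genes, the odds ratio was 1.28 for transporters (adjusted p = 0.0164, one-sided Fisher's exact test). It was 1.98 for the nutrient transporters (adjusted p = 0.00394, exact test) and 19.3 for the hemoglobin genes (adjusted p = 0.00668, exact test). The transporters did not pass this exact test with a pseudocount of 5 (adjusted p = 0.0773), with a mean of at least 50 (0.205), without control 2 (0.0830) or on chromosomes 1 to 3 (0.0610), nor did the nutrient transporters on chromosomes 1 to 3 (0.0610). Without control 3, hemoglobin 1 was not called (log2 fold change 0.88) and the hemoglobin genes had an adjusted p = 0.0565 (exact test).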

Interestingly, we found that several GO items related to metal nutrient transport and function such as “transmembrane transport”, “oxygen transport”, and “nicotianamine biosynthetic process” were also significantly enriched (Fig. 4b, c). A similar pattern of GO enrichment was found in the up-regulated genes (Supplementary Fig. 6a). 

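Among the genes that rose, 15 of the 23 lists were over-represented. Several lists share genes, so the 15 are not separate results. All lists were fixed after the called genes of Supplementary Data 1 had been seen. The defence and jasmonate list had the smallest adjusted p. Of its 493 tested genes, 103 were higher and 42 lower (limma, 103 and 43 when adjusted over the list alone). The WRKY gene Os05g0322900, described by inducible blast resistance, rose from 288 ± 81.4 to 3684 ± 68.9 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). Os03g0809000, of the disease resistance response protein family, fell from 1605 ± 296 to 78.9 ± 7.30. Of 737 protein kinase genes, 86 were higher and 49 lower (87 and 51 when adjusted over the list alone). Os11g0694100 rose from 599.9 ± 60.6 to 2076 ± 72.7 and Os06g0328400 from 85.9 ± 39.1 to 1020.1 ± 92.9, while the receptor kinase-like gene Os05g0463000 fell from 448 ± 41.7 to 15.3 ± 6.46. Of 172 detoxification genes, 30 were higher and 21 lower (the same numbers when adjusted over the list alone). The glutathione S-transferase gene Os10g0530900 rose from 155 ± 24.7 to 708 ± 51.5, and Os01g0371500, also similar to a glutathione S-transferase, fell from 3569 ± 567 to 305 ± 31.2. Among the genes that rose, the odds ratio of defence and jasmonate was 3.15 (adjusted p = 2.1e-18, one-sided Fisher's exact test). Its shift as a group had an adjusted p = 0.0184 with a preset correlation between genes (camera) and an adjusted p = 0.384 with an estimated correlation. The odds ratio was 4.28 for lignin (adjusted p = 1.5e-05, exact test), 2.33 for the cell wall (adjusted p = 3.5e-06, exact test) and 2.11 for fatty acid synthesis and lipid transfer (adjusted p = 0.00631, exact test). Carbohydrate enzymes had an odds ratio of 2.10 (adjusted p = 3.8e-05, exact test) and nutrient transporters one of 2.79 (adjusted p = 3.2e-04, exact test). For all transporters it was 1.55 (adjusted p = 0.00134, exact test), for kinases 1.54 (adjusted p = 4.5e-04, exact test) and for detoxification 2.45 (adjusted p = 8.4e-05, exact test). Apart from defence and jasmonate, the shift of the lists named here had an adjusted p of 0.0992 (lignin) to 0.971 (transporters) with the preset correlation (camera). Of the kinase genes, 159 were higher and 193 lower by the adjusted p alone. The exact test was not passed by transporters with a mean of at least 50 (adjusted p = 0.219), by the adjusted p alone (0.128) or on chromosomes 1 to 3 (0.0502), nor by nutrient transporters with a mean of at least 50 (0.0751). By the adjusted p alone, carbohydrate enzymes (0.206) and kinases (0.449) did not pass it, and on chromosomes 1 to 3 kinases did not either (0.128).

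**Figure D1:**
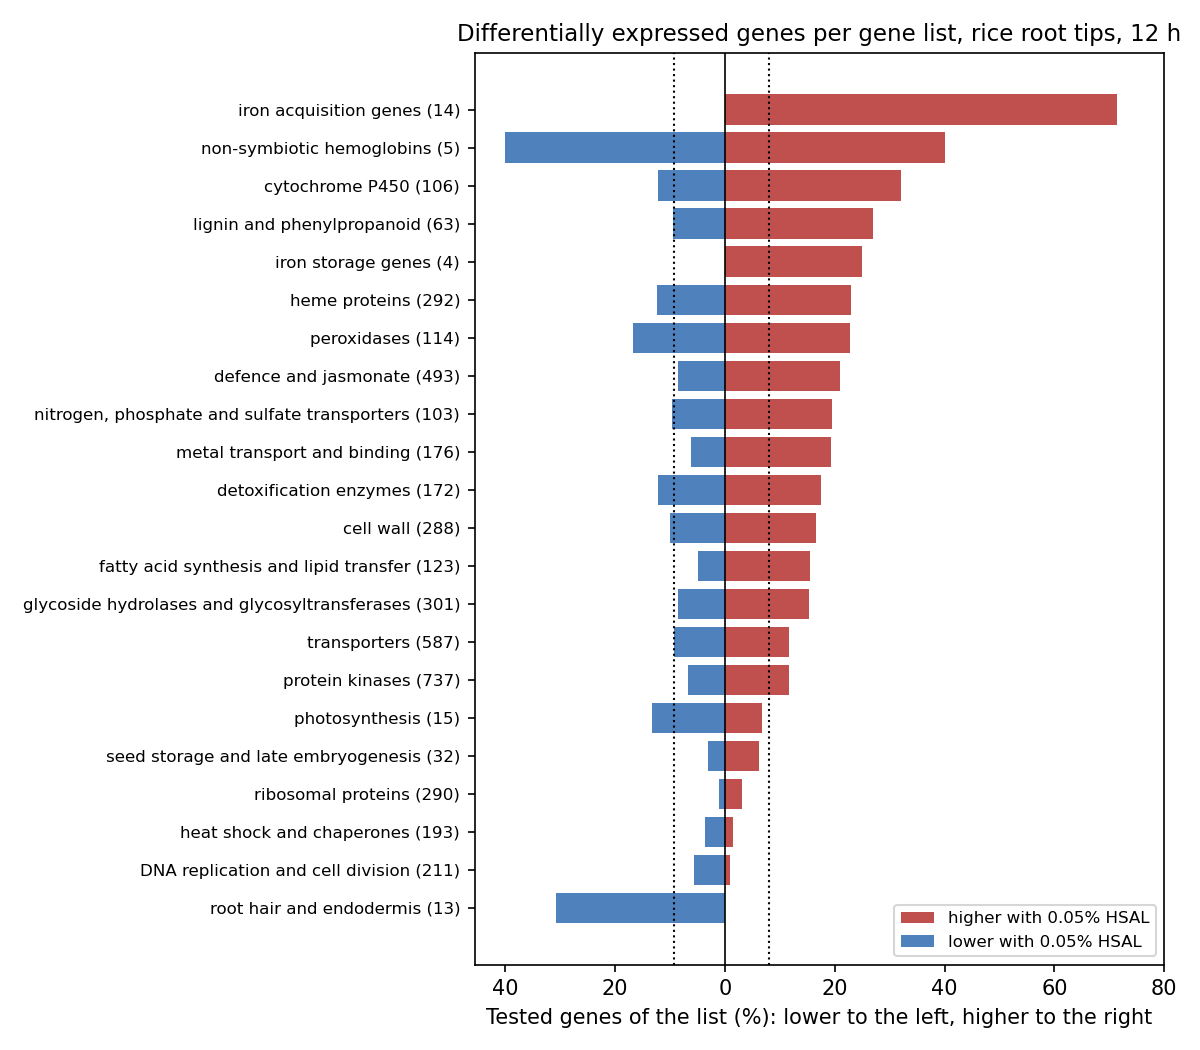
Percent of the tested genes of each list that was higher (red, to the right) or lower (blue, to the left) with 0.05% HSAL, without the list of Fig. 4d, with the number of tested genes in parentheses. Dotted lines mark the percent over all tested genes, 7.99% higher and 9.21% lower, and the longest bar shown is that of the iron acquisition genes, of which 71.4% were higher.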

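Transporter genes were as frequent among the genes that fell with HSAL as among all tested genes. Of the transporter list, 9.20% fell, against 9.21% of all tested genes (odds ratio 0.998, adjusted p = 1, one-sided Fisher's exact test). This background held 3244 uncharacterised models (hypothetical or non-protein coding, with an ID not ending in 00), of which 24.9% fell. Of the 21091 tested genes with an ID ending in 00, 6.43% fell, a smaller share than of the transporters. No list was tested against these genes alone, so the tests among lower genes hold for the full background. The ABC transporter gene Os08g0398300 fell from 1634 ± 195 to 409.8 ± 18.1 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). The amino acid permease gene Os01g0607200 fell from 1683 ± 43.5 to 721 ± 32.1, and the oligopeptide transporter gene Os05g0338900 from 356 ± 71.0 to 62.5 ± 18.3. The ammonium transporter gene Os04g0509600 fell from 2241 ± 297 to 1090.0 ± 14.5, with a log2 fold change of -0.92 and no call without control 1. Of 13 tested genes of root hairs and the Casparian strip, 4 fell and 0 rose (limma, the same numbers when adjusted over the list alone), and 0 rose by the adjusted p alone. Os10g0122600, with a Sec14 and nodulin domain, of root hair elongation, fell from 667 ± 88.6 to 23.4 ± 2.48, and the glycosyltransferase gene Os10g0578200, of root hair morphogenesis, from 1082 ± 183 to 139 ± 24.2. The root hair transcription factor gene Os01g0111500 fell from 538 ± 31.1 to 179 ± 15.3. Its relative Os02g0710300, chosen after its values were seen, fell from 428 ± 41.1 to 199 ± 60.6, with a log2 fold change of -0.97 and no call without HSAL 3. The related gene Os06g0496400, also chosen after its values were seen, had 61.3 ± 10.1 in the control and 51.5 ± 2.12 with HSAL and was not called (log2 fold change -0.24, standard error 0.25, adjusted p = 0.487 from limma). The root hair list had an odds ratio of 4.38 among the genes that fell (adjusted p = 0.300, exact test). As a group it was lower with a preset correlation between genes of 0.01 (camera, adjusted p = 0.0226), with an adjusted p = 0.384 with an estimated correlation. From the calls of limma, of edgeR and of DESeq2, 0 of the 23 lists were over-represented among the genes that fell, and with limma 3 had an unadjusted p under 0.05 (peroxidases, heme proteins and root hairs). By the adjusted p alone, 2 lists were over-represented (peroxidases, adjusted p = 0.0128, and kinases, 0.0128, exact test).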

In the down-regulated genes, “transmembrane transport” was the only enriched GO process (Supplementary Fig. 6c). 

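Genes of heme proteins, which include peroxidases, cytochromes P450, hemoglobins and catalases, changed in both directions with HSAL. Of 292 tested genes, 67 were higher and 36 lower (limma, 69 and 38 when adjusted over the list alone). Of 114 peroxidase genes, 26 were higher and 19 lower (27 and 20 when adjusted over the list alone). The peroxidase gene Os04g0688100 rose from 4772 ± 404 to 16667 ± 495 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). Os03g0369600, similar to class III peroxidase 48, rose from 33.1 ± 13.6 to 1552 ± 198. Os07g0499500, similar to peroxidase 7, fell from 2058 ± 382 to 26.9 ± 4.83, and Os07g0104500 from 4381 ± 581 to 544 ± 115. Of 106 cytochrome P450 genes, 34 were higher and 13 lower (35 and 13 when adjusted over the list alone). Os09g0441400, similar to an elicitor-inducible cytochrome P450, rose from 48.4 ± 21.8 to 2693 ± 185. Os10g0515900 had no read in the control and 495 ± 31.0 with HSAL, at least 530-fold higher against a floor of 3 reads over the group. Os04g0570000 fell from 758 ± 85.3 to 138 ± 36.6, and Os10g0403000 (CYP78A11), described by the rate of leaf initiation, from 247 ± 9.98 to 53.7 ± 16.9. Among all changed genes the heme list had an odds ratio of 2.66 (adjusted p = 1.5e-12, one-sided Fisher's exact test), the smallest adjusted p of the 23 lists. Its odds ratio was 3.51 among the genes that rose (adjusted p = 2.4e-14, exact test) and 1.39 among those that fell (adjusted p = 0.341, exact test). Of the heme list 12.3% fell, against 9.21% of all tested genes and 6.43% of those with an ID ending in 00. The shift of the heme list as a group had an adjusted p = 0.0217 with a preset correlation between genes (camera) and an adjusted p = 0.711 with an estimated correlation, and that of cytochromes P450 an adjusted p = 0.0111 and an adjusted p = 0.553. Peroxidases had odds ratios of 3.16 among all changed genes (adjusted p = 8.4e-08, exact test) and 1.98 among those that fell (adjusted p = 0.184, exact test), and cytochromes P450 of 3.86 among all changed genes (adjusted p = 5.1e-10, exact test). Without control 2, heme proteins (adjusted p = 0.00999) and peroxidases (0.00279) were over-represented among the genes that fell, as were peroxidases without control 3 (0.0262, exact test).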

In the Molecular Function category, “heme binding” was the most significantly enriched GO item in either all DEGs or up-regulated DEGs or down-regulated DEGs (Fig. 4b, c and Supplementary Fig. 6b, c). These results suggested that iron bioavailability including iron transport and iron related biological processes was likely modulated by HSAL treatment at the molecular level. 

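Genes of iron acquisition were higher with HSAL in most cases. Of 14 tested genes, listed for phytosiderophore synthesis and release, iron uptake and their regulators, 10 were higher and 0 lower (limma, the same numbers when adjusted over the list alone). Beside the nicotianamine synthases, Os03g0237100, similar to a codeinone reductase, rose from 171 ± 79.9 to 1338 ± 115 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). Os11g0134900, similar to a major facilitator antiporter, rose from 48.6 ± 19.0 to 469 ± 71.5, and the major facilitator gene Os11g0151500 from 63.3 ± 22.9 to 301 ± 47.1. OsNramp1 (Os07g0258400), a metal transporter gene, rose from 135 ± 24.0 to 286 ± 37.9, and the helix-loop-helix gene Os03g0379300 from 59.2 ± 25.6 to 123 ± 31.7. The iron-phytosiderophore transporter gene Os02g0650300 had 848 ± 221 in the control and 595 ± 88.6 with HSAL and was not called (log2 fold change -0.48, standard error 0.16, adjusted p = 0.0209 from limma). The regulators Os01g0952800 and Os04g0381700, with log2 fold changes of 0.67 and 0.66, were not called either. By the adjusted p alone, 13 genes were higher and 1 lower. Among the genes that rose, the odds ratio of the list was 28.9 (adjusted p = 4.5e-08, one-sided Fisher's exact test). The list holds 5 tested genes of Fig. 4d, which the paper chose on these samples. Without them, a setting chosen after seeing the values, 6 of 9 genes were higher, with an odds ratio of 23.1 among the genes that rose (adjusted p = 4.1e-05, exact test). Without control 2 as well, 3 of 9 were higher (odds ratio 6.43, adjusted p = 0.0349, exact test), and without any other 1 library 4 to 6 of 9. These 9 genes were also listed after the called genes of Supplementary Data 1 had been seen, so their tests are not independent of these data. Os03g0237100 and Os03g0379300 are among the authors' called genes, and Os11g0134900, Os11g0151500, OsNramp1 and Os01g0647200 are not. The shift of the whole list as a group had an adjusted p = 2.3e-05 with a preset correlation (camera) and an adjusted p = 0.553 with an estimated correlation. All 10 genes were lowest in control 2, and without it 7 were called. Os03g0379300, OsNramp1 and Os01g0647200 then had log2 fold changes of 0.72, 0.93 and 1.35 and were not called. OsNramp1 was not called without HSAL 1 either, nor Os03g0379300 without HSAL 2, nor Os01g0647200 without control 1, HSAL 1 or HSAL 3 or with the authors' deposited p.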

To support this, we found that the expression of several genes involved in iron transport was significantly induced by HSAL treatment (Fig. 4d). 

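Of the 8 iron transport genes of Fig. 4d, 6 were higher with HSAL (limma, the same numbers when adjusted over the list alone). The paper chose them on these samples, so the count is not independent evidence of their direction. OsNAAT1 (Os02g0306401), a nicotianamine aminotransferase of phytosiderophore synthesis, rose from 144 ± 45.0 to 674 ± 16.6 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow; log2 fold change 2.27, standard error 0.18, adjusted p = 3.5e-08 from limma). OsOPT3 (Os03g0751100), an oligopeptide transporter regulated by iron deficiency, rose from 45.9 ± 17.5 to 262 ± 16.0 (log2 fold change 2.56, standard error 0.25, adjusted p = 3.0e-07 from limma). OsFRDL1 (Os03g0216700), a citrate transporter for the translocation of iron, rose from 2.72 ± 3.16 to 31.8 ± 17.1 (log2 fold change 3.43, standard error 0.71, adjusted p = 9.0e-04 from limma). Os03g0667400, similar to an iron regulated metal transporter, rose from 175 ± 34.3 to 377 ± 32.9 (log2 fold change 1.12, standard error 0.15, adjusted p = 1.8e-05 from limma). OsIRT1 (Os03g0667500), a transporter of ferrous iron, had 142 ± 50.2 in the control and 271 ± 30.5 with HSAL. Its log2 fold change was 0.995 (standard error 0.22, adjusted p = 0.00139 from limma), under the threshold of 1. OsYSL2 (Os02g0649900), a transporter of metal-nicotianamine complexes, had 0.587 ± 0.519 in the control and 1.45 ± 1.63 with HSAL, under the minimum for the test. Without control 2, Os03g0667400 was not called (log2 fold change 0.95). OsIRT1 was called without control 1, without control 3, without HSAL 3 and by the adjusted p alone, and had a log2 fold change of 0.68 without control 2.

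**Figure D2:**
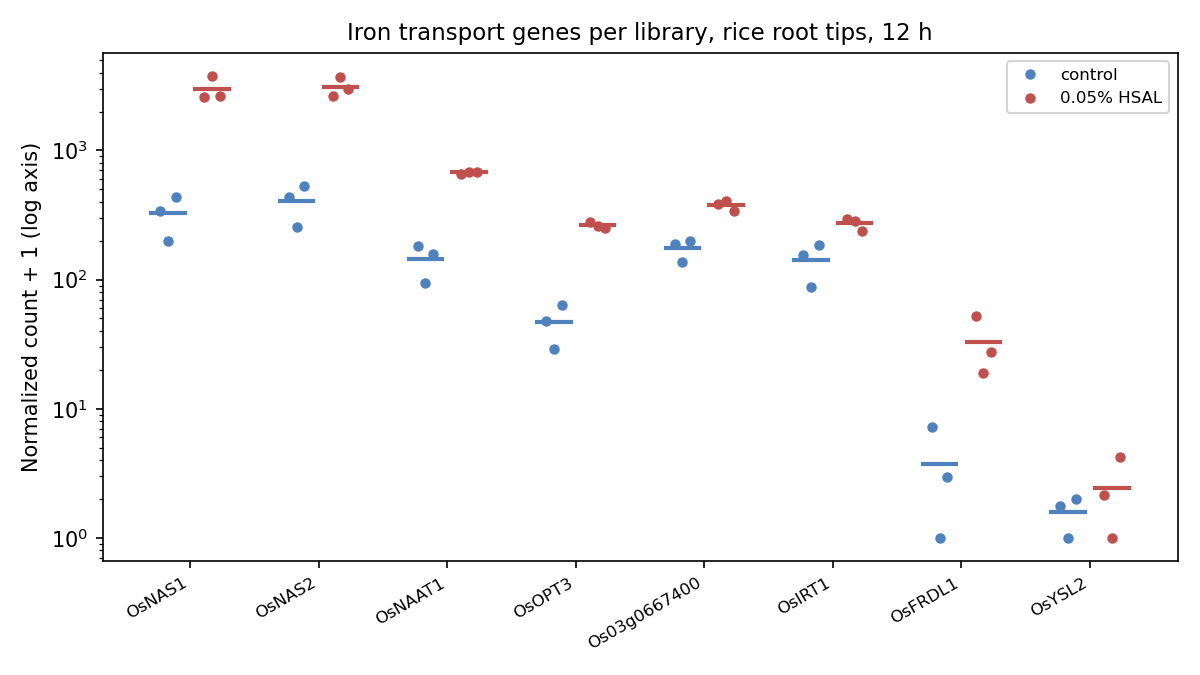
Normalized counts + 1, on a log axis, of the 8 genes of Fig. 4d in the 3 control libraries (blue) and the 3 libraries with 0.05% HSAL (red), with points for libraries and lines for group means. In OsNAS1, OsNAS2, OsNAAT1, OsOPT3, Os03g0667400, OsIRT1 and OsFRDL1 each library with HSAL lies above each control library, and in OsYSL2 the groups overlap.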

The HSAL induced expression change of genes involved in iron transport was further confirmed by quantitative real-time polymerase chain reaction (qRT-PCR) analysis (Supplementary Fig. 6d) (*p* < 0.05). Moreover, “cation binding” was also significantly enriched in either all DEGs or up-regulated DEGs (Fig. 4c and Supplementary Fig. 6b). Collectively, the genome-wide transcriptional analysis prompted us to the hypothesize that iron bioavailability might be improved by HSAL treatment. This hypothesis was consistent with the metal chelator function demonstrated for HSAL (Fig. 2).

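Of 176 tested genes of metal and cation transport or binding, 34 were higher and 11 lower with HSAL (limma, the same numbers when adjusted over the list alone). LOC_Os04g39370, with a heavy metal associated domain, rose from 60.6 ± 15.3 to 788 ± 111 (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow; log2 fold change 3.70, standard error 0.17, adjusted p = 4.7e-11 from limma). Os07g0542900, similar to a blue copper protein, fell from 2401 ± 268 to 206 ± 9.94 (log2 fold change -3.53, standard error 0.10, adjusted p = 1.4e-13 from limma). The zinc transporter gene Os01g0972200, described by the detoxification of excess zinc, copper and cadmium, fell from 701 ± 178 to 225 ± 43.2. The multicopper oxidase gene Os01g0126900 fell from 1841 ± 187 to 685 ± 53.5. The list also holds OsNAS1 and OsNAS2. Its odds ratio was 1.66 among all changed genes (adjusted p = 0.00621, one-sided Fisher's exact test), 2.79 among the genes that rose (adjusted p = 4.1e-06, exact test) and 0.655 among those that fell (adjusted p = 1, exact test). Its shift as a group was upward with a preset correlation (camera, adjusted p = 0.0303), with an adjusted p = 0.553 with an estimated correlation.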

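Iron storage genes did not move together with HSAL. The ferritin gene Os11g0106700 had 464 ± 39.2 in the control and 592 ± 48.9 with HSAL (mean ± SD of normalized counts, n = 3 per group, as for the genes that follow). The ferritin gene Os12g0106000 had 494 ± 48.6 in the control and 381 ± 22.5 with HSAL. Ferritin stores iron. Their log2 fold changes of 0.35 and -0.37 had an adjusted p = 0.0139 and 0.0131 from limma and did not reach the fold change threshold. Whether reads were split between these ferritin genes was not tested. The vacuolar iron and zinc transporter gene Os04g0463400 had 291 ± 17.6 in the control and 301 ± 60.2 with HSAL, with an adjusted p = 0.885 from limma. Os09g0396900, of the DUF125 transmembrane family, rose from 95.6 ± 11.3 to 194 ± 19.6 (log2 fold change 1.01, standard error 0.17, adjusted p = 1.6e-04 from limma). Thus 1 of 4 storage genes was higher and 0 were lower (the same numbers when adjusted over the list alone), and by the adjusted p alone 2 were higher and 1 lower. The odds ratio of the list among the genes that rose was 3.84 (adjusted p = 0.383, one-sided Fisher's exact test). Os09g0396900 was not called with a pseudocount of 5, without control 2, without control 3 or without HSAL 2. From the genome-wide transcript analysis, the paper proposes as a hypothesis that HSAL treatment might improve the bioavailability of iron.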

**Fig. 4:**
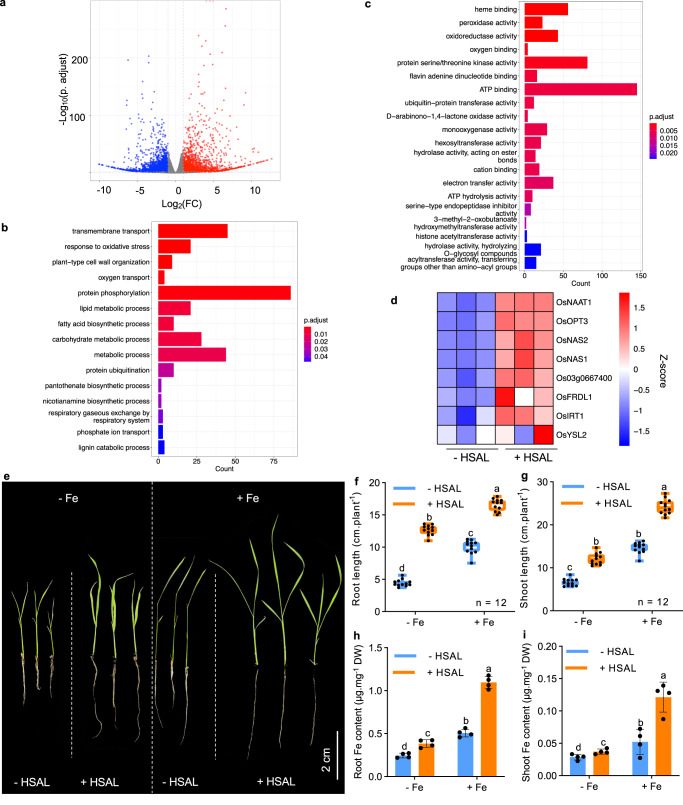
HSAL additive significantly increases iron bioavailability for rice. **a** Volcano plot of 2068 significant differential expression genes (DEGs) of rice root tips treated without or with 0.05% HSAL for 12 h; significance threshold: False Discovery Rate (FDR) ≤ 0.05 and Log_2_(Fold Change) ≥ 1. The list of DEGs was attached in Supplementary Dataset 1. **b**, **c** Significantly enriched Gene Ontology (GO) terms in Biological Process **b** and Molecular Function **c** categories of these DEGs. GO enrichment was carried out with the over representation Analysis. *p*-values were calculated by hypergeometric distribution multiple comparison followed by Benjamini-Hochberg adjustment. **d** Heat-map showing expression pattern of iron transport-related genes affected by 0.05% HSAL. **e** Representative images showing 0.05% HSAL rescues iron deficiency phenotypes in *Nipponbare* rice. Rice seedlings were grown under iron deficiency (removed EDTA-Fe(II)) and iron sufficient (36 µM EDTA-Fe(II)), and treated with or without 0.05% HSAL for 10 days. **f**, **g** Box plots and scatter plots showing root length **f** and shoot length **g** of rice seedlings with and without 0.05% HSAL. Boxes represent the 25th–75th percentile range, white lines represent medians and whiskers show the minimum–maximum range (*n* = 12 seedlings). **h**, **i** Iron content in the roots **h** and shoots **i** of rice seedlings upon treatment with 0.05% HSAL. Graphs depict mean with standard deviation (error bars) and individual data points (*n* = 4 biological replicates). Different letters indicate statistically significant differences based on two-way ANOVA and Tukey’s *HSD* test analysis (*p* <  0.05) in **f**–**i**.

To test this hypothesis, we grew rice seedlings in the IRRI (International Rice Research Institute) hydroponics method^37^, in iron sufficient and low iron conditions, and grew them with or without 0.05% HSAL. Treatment with 0.05% HSAL treatment increased root length by 2.84-fold (*p* < 0.05) and shoot length by 1.82-fold (*p* < 0.05) under low iron conditions (Fig. 4e–g). Notably, under low iron and HSAL treatment roots were even longer than those grown under iron sufficient conditions without HSAL (Fig. 4e, f). Consistently, iron accumulation in the root and shoot was increased 1.57-fold (*p* < 0.05) and 1.17-fold (*p* < 0.05) in 0.05% HSAL treatment under iron deficiency condition (Fig. 4h, i). These results confirmed that HSAL can improve iron bioavailability to rescue rice growth under iron deficiency conditions. Moreover, 0.05% HSAL also significantly increased the root length and shoot length of rice seedlings under iron sufficient condition (Fig. 4e–g). Iron accumulation in root and shoot was also dramatically increased 2.12-fold (*p* < 0.05) and 2.33-fold (*p* < 0.05) by 0.05% HSAL treatment under iron sufficient condition (Fig. 4h, i). These results indicate that HSAL can improve iron availability for plant growth under both iron deficiency and iron sufficient conditions. Interestingly, 0.05% HSAL also significantly increased the accumulation of calcium and copper in both the shoot and the root, while it increased the accumulation of magnesium and zinc only in the roots (Supplementary Fig. 7). These results suggest that HSAL may have an extensive capacity to improve the bioavailability of metal nutrients, especially for iron in plants.

To exclude the possibility that these effects were due to HSAL being contaminated by these nutrients, we compared the content of these nutrients in the IRRI hydroponics with and without 0.05% HSAL. Under iron sufficient condition, the concentration of iron and calcium contained in 0.05% HSAL was only 0.09% and 0.02% of the corresponding elements in IRRI medium (Supplementary Table 2). Thus, the iron and calcium contained in 0.05% HSAL were negligible for the nutrient content in the IRRI medium. Under iron deficiency conditions the pots contained 561 µg pot^−1^ iron, most likely contaminated from other chemical compounds. Therefore, 1.92 µg pot^−1^ additional iron from HSAL increased the total iron concentration in the growth medium by 0.05% HSAL, which does not account for the increase in total plant iron of 27.75 µg pot^−1^ iron (Supplementary Table 3). Therefore, HSAL indeed increases the iron bioavailability to improve iron accumulation in rice.

### HSAL acts as a ferric iron chelator comparable to EDTA

While the monocot plant rice uses iron uptake strategy II, dicot plants use a different strategy (strategy I)^38^. We therefore tested whether HSAL could also improve iron bioavailability in the model dicot plant *Arabidopsis thaliana*. For this we used in agar medium with half Murashige and Skoog (MS) salt. Our treatment with 0.05% HSAL significantly increased chlorophyll content (1.31-fold, *p* < 0.05) and root length (3.08-fold, *p* < 0.05) of *Arabidopsis* under iron deficiency conditions (Fig. 5a–c). Additionally, we found that 0.05% HSAL also alleviated the deficiency phenotypes of other metal nutrients such as calcium and magnesium, although the recovery effect was less pronounced than that of iron deficiency (Supplementary Fig. 8). Like in rice, an increase of nutrient accumulation such as iron, calcium, magnesium, and zinc by 0.05% HSAL treatment was also found in *Arabidopsis* (Supplementary Fig. 9). Under this growth condition, the concentration of iron, calcium, magnesium, and zinc contained in 0.05% HSAL was only 0.06%, 0.01%, 0.01%, and 0.01% of the corresponding elements in half MS medium (Supplementary Table 2), so they also were negligible for the nutrient uptake by *Arabidopsis*. Consistently, the iron content of *Arabidopsis* increased upon HSAL treatment under iron deficiency condition was also not derived from HSAL-containing iron (Supplementary Table 4). Overall, these results suggested that HSAL can be an effective chelator to improve iron bioavailability and iron accumulation in *Arabidopsis thaliana*.

**Fig. 5:**
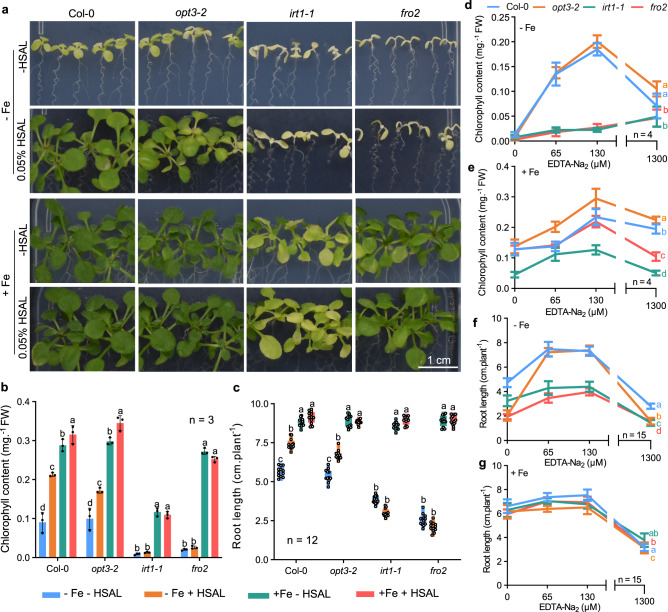
HSAL mediated increase of iron bioavailability is comparable to that mediated by EDTA. **a** Representative images showing the effect of 0.05% HSAL on the recovery of iron deficiency phenotype in different *Arabidopsis* iron uptake defective mutants. Seedlings of wild-type Col-0 and mutants *opt3-2*, *irt1−1* and *fro2* were grown under ½ MS medium (+Fe) and iron-deficient medium (-Fe) for 10 days. **b** Total chlorophyll content. Graphs depict mean with standard deviation (error bars) and individual data points (*n* = 3 biologically independent replicates). **c** Box plots and scatter plots showing root length. Boxes represent the 25th–75th percentile range, white lines represent medians and whiskers show the minimum–maximum range. Different letters indicate statistically significant differences based on one-way ANOVA and Tukey’s *HSD* test analysis (*p* <  0.05) in **b**–**e** Effect of different concentrations of EDTA-Na_2_ (0–1300 μM) on the recovery of iron deficiency phenotypes in wild-type *Arabidopsis* and different iron uptake and transport defective mutants (*opt3-2*, *irt1−1*and *fro2*). The seedlings were grown on iron-sufficient medium (½ MS with 50 μM EDTA-Fe (III), pH = 5.7) or iron-deficient medium (½ MS without EDTA-Fe (III), pH = 5.7) for 9 days. Total chlorophyll content under iron deficiency **d** and iron sufficient conditions **e**. *N* = 4 biologically independent replicates. **f**, **g** Root length under iron deficiency **f** and iron sufficient conditions **g**. The lines indicate mean and standard deviation (error bars). *N* = 15 seedlings. Different letters indicate statistically significant differences among genotypes **d**–**g** based on one-way ANOVA and Tukey’s *HSD* test analysis (*p* <  0.05).

Different chelators can improve iron uptake from the root surface to the vascular tissue, and subsequent translocation to the shoot^39^. To examine the uptake pathways for HSAL-chelated iron in plants, we tested whether HSAL alleviated iron deficiency in *Arabidopsis* mutants in which iron uptake is impaired (Fig. 5a). These included a phloem-specific iron transporter mutant *opt3-2*^40^, a plasma membrane iron transporter mutant *irt1-1*^41^, and a ferric chelate reductase mutant *fro2*^42^. We found that 0.05% HSAL significantly recovered the chlorophyll content and root length of *opt3-2* to the wild-type level, while it did not recover that of *irt1-1* and *fro2* (Fig. 5b, c). These results indicate that FRO2- and IRT1-mediated iron uptake are essential for HSAL-chelated iron uptake into the plant. The plasma membrane-localized FRO2 reduces extracellular ferric chelate into ferrous iron^42^, which is then transported by IRT1 via the plasma membrane into the cells^41^. Taken together, these results indicate that HSAL is a ferric iron chelator. We then compared the effect of the well-known iron chelator EDTA to the effect conferred by HSAL in all these *Arabidopsis* mutant lines (*opt3-2, irt1-1*, and *fro2*). The recovery pattern of EDTA on iron deficiency phenotypes in these iron uptake defective mutants was very similar to that of HSAL (Fig. 5d–g and Supplementary Fig. 10). This result further supported the model that like EDTA, HSAL can serve as a ferric iron chelator to improve iron bioavailability and rescue the plant growth under iron-deficiency conditions.

## Discussion

### The lignin-derived material HSAL serves as a sustainable iron chelator

Natural lignin is a complex phenolic organic macromolecule consisting of phenyl propane units mainly linked by carbon-oxygen-carbon bonds and carbon-carbon bonds, which require high energy to break^43^. During the process of biorefinery, lignin can be further condensed by forming new carbon-carbon bonds^44^. SAL represents an important type of industrial lignin produced in biorefineries, which is one of the most condensed lignins^22^. Using a simple hydrothermal alkaline reaction, we sheared the carbon-carbon bonds and carbon-oxygen-carbon bonds of the condensed lignin and converted SAL into the water-soluble HSAL^22^. In this study, we found a strong reduction of methoxy groups and an increment of phenolic hydroxyl groups in HSAL and characterized its metal chelating properties. Importantly, we demonstrated that HSAL acts as a sustainable nutrient chelator to promote plant metal nutrient bioavailability and growth. Although it has long been known that alkaline treatment (at different levels of alkalinity, temperatures, and pressure conditions) can dissolve lignin^44^, no previous research has exploited this type of dissolved lignin from acid-alkaline conditions for plant growth promotion. HSAL can significantly promote root growth and facilitate substantially increased root and shoot biomass in both monocot and dicots plants, by improving bioavailability of iron and also other metal nutrients. HSAL improves iron bioavailability equivalent to the well-known metal chelator EDTA. Both of these chelators require FRO2 ferric reductase activity and the IRT1 transporter to facilitate the reduction of ferric iron and mediate the entry of ferrous iron into plant cells. However, due to their non-bio-degradable nature, synthetic iron chelators including EDTA-Na_2_, and Ethydiaminedhephen Acetic-Na (EDDHA-Na) will accumulate in the soil and are associated with a series of secondary risks such as heavy metal overload in water and crops^45–47^. In contrast, HSAL will likely be degraded similarly to the structurally related humic substances in soils^48^. Numerous studies have also shown plant growth promotion of other industrial lignin-derived materials such as lignosulfonates that is produced as a byproduct of the manufacturing of paper pulp through the sulfite process and lignin-based nanoparticles, although the mechanisms underlying this are not well studied^49,50^. Therefore, HSAL represents a novel metal chelator that can be produced at a lower cost and in a sustainable manner as it prevents greenhouse gas emissions from burning waste lignin. It is therefore a promising compound for replacing synthetic chelating agents in future.

### HSAL enhances plant nutrient bioavailability through its metal chelating capacity

As shown in the model of HSAL function for improving plant growth in Fig. 6, we propose two major steps for HSAL to increase iron bioavailability through metal chelating capacity. Firstly, HSAL could chelate ferric iron in the medium to improve iron mobility, which increases iron diffusion to the root apoplastic space and thus improves iron bioavailability. Secondly, HSAL could chelate apoplastic ferric iron to avoid iron precipitating in cell walls and thus improve iron bioavailability. The latter mechanism is supported by the result that HSAL-dependent iron entry into plant cells requires FRO2 ferric reductase activity and the ferrous IRT1transporter in Strategy I nongraminaceous plant *Arabidopsis*. In Strategy II plants like rice, roots take up iron in the form of phytosiderophore chelated ferric iron complexes. However, we do not think HSAL chelated ferric iron directly enters into plant cells, because the molecular weight of HSAL is higher than 3500 (we had collected HSAL using a cellulose tube with a 3500 molecular weight cutoff), and natural lignin-derived substances with a high molecular size fraction (Mw > 3500) has been suggested to be not directly absorbed by roots^51^. Alternatively, ferric iron might be released from HSAL chelated complexes, and transported into root cells in the form of phytosiderophore chelated complexes.

**Fig. 6:**
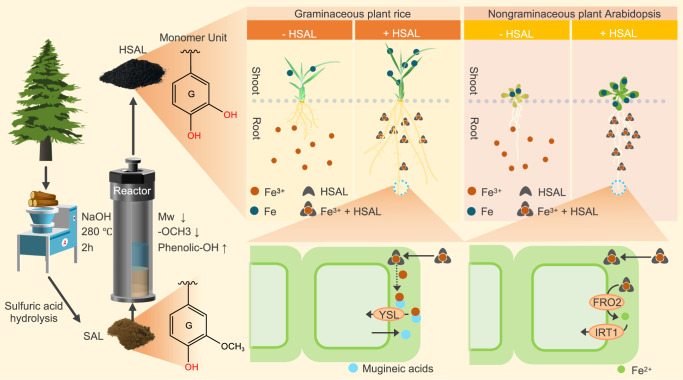
Schematic diagram for HSAL synthesis, structure and its capacity for enhancing iron bioavailability to increase root length and plant biomass. Sulfuric acid lignin (SAL)is converted into a water-soluble lignin-based material (HSAL) through a hydrothermal reaction. This reaction not only shears the bonds of the monomers to depolymerize the lignin, but also causes the decrease of methoxy groups and increase of phenolic hydroxyl groups. This changed structure makes HSAL to act as a sustainable ferric iron chelator promoting plant growth and root length by chelating ferric iron to enhance iron bioavailability in the growth medium and apoplastic space in both rice and *Arabidopsis*. In the Strategy I plant *Arabidopsis*, HSAL chelated ferric iron is reduced by the FRO2 ferric reductase into ferrous iron and is then transported into the plant cells through the IRT1transporter. In the Strategy II plant rice, ferric iron might be released from HSAL chelated complexes, and transport into root cells through YSL transporters in the form of phytosiderophore chelated complexes.

Application of HSAL also rescued the growth defect of *Arabidopsis thaliana* caused by the deficiency of different nutrients, including Ca, Mg, Zn, and Cu (Supplementary Fig. 8), and also increased the total amounts of these metal nutrients especially Ca in plant tissues (Supplementary Fig. 9). These results therefore indicate that the function of HSAL is not specific to iron, which is consistent with the metal chelating capacity of HSAL. We think HSAL most likely improves the mobility of these ions in the growth medium to increase metal nutrient diffusion to the root surface and/or to avoid iron precipitating in cell walls through its chelating capacity, which leads to increased bioavailability of these metal nutrients for plants.

### Economic assessment of HSAL

Firstly, the conditions and cost for HSAL production are relatively simple and low. HSAL is a medium sized lignin material (around 7.5KD) that is converted from the SAL prepared in the laboratory with an alkaline (NaOH solution) hydrothermal reaction at 280 °C for 2 h. If the waste lignin SAL produced in the biomass refining industry is used for HSAL production, it may increase the cost as additional procedures such as purification and isolation of the original industrial wastes are required, but it might reduce the amount of subsequently NaOH solution due to additional acid-base neutralization consumption. The cost of HSAL production was calculated at around USD 329–430 per ton based on the laboratory conversion, and can be further reduced to USD 139–213 per ton by the large-scale industrial production (see methods section for details). This price is far lower than USD 3500–350,000 per ton for synthetic metal chelating agents including EDTA, EDDHA, and DTPA^52^. The cost of HSAL production is also much less than USD 495–850 per ton for lignosulfonate^53^. The production process and cost for lignin-based nanoparticles are more complicated and higher^54^. Secondly, there is a potentially very high demand of HSAL production to increase metal nutrients and growth for major staple crops. For example, one-third (around 0.52 billion hectares) of global arable land is iron-deficient soil^55^, which requires a large amount of iron chelator fertilizer additives to improve the yield and quality of crops^46^. Potentially, up to 17.9 million tons of HSAL could be applied per year to this iron-deficient arable land at a concentration of 0.05%^55^. Based on the HSAL conversion rate of 46.7% (Fig. 1), it would require 38.2 million tons of lignin, which would consume 76.6% of the total lignin (50 million tons) of the industrial waste discharged by lignocellulosic biorefinery industry in 2020^1^. Thirdly, application of HSAL not only reduces carbon emissions from biorefinery factories but also promises to increase soil carbon storage. If most industrial lignin would be converted into HSAL and applied to iron-deficient soils, it would reduce 116.8 million tons of CO_2_ emissions by avoiding burning of the source material^56^. Moreover, the increase of root growth of plants could enhance carbon sequestration in soils^57–59^. However, proper approaches to improve depth and biomass of the crop root systems have not been developed yet. The beneficial effects of HSAL might provide a promising way to contribute to achieving this goal.

## Methods

### HSAL synthesis

To obtain high-purity sulfuric acid lignin (SAL) that simulates the lignin byproduct from lignocellulosic biorefinery by using concentrated sulfuric acid, we used the Klason method to fully remove cellulose and other carbohydrates in wood powder by using concentrated sulfuric acid hydrolysis. A total of 12.5 g wood powder (60–100 mesh) of Japanese cedar (*Cryptomeria japonica*) was extracted with the Soxhlet solution (Benzene/ethanol = 2:1) and followed application of a Klason method (TAPPI Standard T-222, 2006)^22^. Briefly, 72% concentrated sulfuric acid was added to the solution and incubated at room temperature for 30 min; then the sulfuric acid was diluted to 3% with water and the reaction was performed in a 90 °C-oil bath for 90 mins, the resulting insoluble substrate was SAL. After that, a mixture containing 500 mg of SAL, 500 mg of NaOH, and 15 mL of water was sealed in a stainless-steel tube with an inner volume of 50 cm^3^ and heated at 280 °C for 2 h. After the reaction, the stainless-steel tube was cooled immediately to room temperature by immersion in a water bath. The reaction mixture was filtered using a 1G3 filter (Sekiya, Tokyo, Japan) to obtain the liquid form of the hydrothermally treated SAL (called HSAL). The HSAL solution was collected carefully and dialyzed using a cellulose tube with a 3500 molecular weight cutoff (Tubing TM 3500; Bio-Design, Carmel, NY, USA) to remove inorganic reagents. HSAL powder was obtained using a lyophilization process. The solubility of HSAL was determined by the amount dissolved in 100 g of ultrapure water when it reached saturation at room temperature (25 °C)^60^.

### Characterization of HSAL chemical structures

The overall differences in functional groups of SAL and HSAL were determined by Fourier transform infrared spectroscopy (FT-IR) spectroscopic analysis using a SHIMADZU8400s (Kyoto, Japan) over the region between 400 and 4000 cm^−1^ with a resolution of 4 cm^−1^ and 32 scans. Each sample was prepared using the potassium bromide method^61^. The methoxy content of SAL or HSAL was measured using a modified TAPPI method (TAPPI Standard T209 su-72, 2016). Briefly, 3 mg SAL or HSAL reacted with hydroiodic acid (57%, w/w) in a sealed glass vial at 130 °C for 20 min to generate methyl iodide. The methyl iodide content was determined by a Gas Chromatography-Flame Ionization Detector (GC-FID, GL Sciences, Tokyo, Japan) with a TC-1 capillary column (60 m × 0.25 mm i.d.; GL Sciences) with an N_2_ carrier flow. Relative quantitative comparison of methoxy content was based on methyl iodide determination of SAL or HSAL (Ethyl iodide dissolved in tetrachloromethane solution was used as a standard solution).

The total amount of free hydroxyl groups in SAL or HSAL was determined using the acetylation method^62^. 0.2 g of SAL or HSAL reacted with the acetylation reagent (containing 1 ml acetic anhydride and 1 ml pyridine) at 50 °C for 48 h, then 2 ml acetone and 2 ml water were added, and then 0.01 M NaOH solution was used to determine the acetic acid content by potentiometric titration. The total free hydroxyl group was calculated based on the consumption of 0.01 M NaOH solution. The distribution of phenolic hydroxyl groups and alcoholic hydroxyl groups of HSAL was characterized based on the amount of aliphatic and phenolic acetate protons recorded using ^1^H NMR spectra (Bruker AVANCE 400 MHz, Germany) of acetylated HSAL. Quantification of the aliphatic acetates (1.6–2.1 ppm) and phenolic acetates (2.1 ppm to 2.6 ppm) was achieved by peak integration in comparison with dibromomethane internal standard peaks (4.9 ppm). As SAL appears to be almost insoluble in NMR organic reagents and difficult to be detected by NMR methods, the phenolic hydroxyl content of SAL was determined by using the selective ammonolysis method^62^. Briefly, the hydroxyl group of SAL was first acetylated by an acetylation reagent (containing 1 ml acetic anhydride and 1 ml pyridine) and stirred at room temperature under nitrogen protection for 48 h, then a known amount of internal standard N-propionyl pyrrolidine (0.1 M) was added to a pyrrolidine solution for acetyl group ammonolysis. The amount of N-acetylpyrrolidine generated at the beginning of the reaction was determined by a gas chromatography analysis (Shimadzu GCMS-QP 2010) and used to obtain the phenolic hydroxyl content of SAL. The amount of methoxy groups, phenolic hydroxyl groups, and alcoholic hydroxyl groups per 100 C9-units was calculated based on the quantitative analysis of those functional groups and the degree of polymerization in lignin that was converted from the average molecular weight of SAL or HSAL.

### Analysis of HSAL chelating capacity

To obtain HSAL-metal chelating complexes, 0.2 g HSAL was dissolved in 20 ml of ultrapure water, and 0.1 M of FeSO_4_ (15.19 g), FeCl_3_ (16.22 g), or CaCl_2_ (11.09 g) respectively were added. This was then stirred at room temperature for 6 h. The liquid was introduced into the cellulose membrane, rinsed in water for 96 h, and freeze-dried (FM25EL, SP Industries, USA) to collect the different HSAL chelating complexes. The element composition and element valence state of HSAL and its chelating complexes were analyzed using an X-ray photoelectron spectrometer (XPS, ESCALAB MARK II, VG Instruments, UK) with monochromatized Al Kα (hυ = 1253.6 eV). The spectrometer was calibrated by the binding energy (50.0 eV) of Au 4f7/2 with reference to the Fermi level. The samples were mounted on a conductive carbon tape held in a copper sample holder and transferred directly into the analysis chamber. The XPS lines were calibrated using the C 1 s peak at 284.8 eV that was present at the surface of all samples. The model peak to describe XPS core-level lines for curve fitting was a product of Gaussian and Lorentzian functions. The functional group analysis of different HSAL chelating complexes was performed using FT-IR spectroscopy (Vertex 70, Bruker, Germany). The region between 4000 cm^−1^ and 800 cm^−1^ was recorded with a resolution of 4 cm^−1^ and 32 scans using KBr pellets^61^.

To test whether crystalline hybrid materials formed in HSAL and HSAL chelated with FeCl_3_, X-ray powder diffraction analysis (XRPD) was performed using a Escalab 250Xi diffractometer (Thermo Fisher, UK) with Cu Kα radiation equipped with a Si(Li) solid-state detector. The recorded angular range was from 5° to 70° (2θ) with a scanning width of 0.05° in 2 s per step^34^. Nicolet 5PCFT-IR spectrophotometer equipped with ATR accessory (diamond) was conducted for the infrared spectra at range of 400–4000 cm^–1^. To further observe the micromorphological differences and element mapping of HSAL and HSAL chelated with FeCl_3_, a Tecnai G2 F20 S-TWIN (FEI, USA) transmission electron microscope (TEM) operating at 200 kV with an Oxford X-Max^N^ 80 T energy dispersive X-ray spectrometer (EDS) detector was used to characterized atomic composition at specific positions^35^. The specimens were prepared by grinding the powders and drop casting on holey carbon film.

To quantify the iron chelation value of HSAL and EDTA, 0.1 g of HSAL or EDTA was dissolved in 10 ml of distilled water with an indicator (5% sulfosalicylic acid), and titrated with 0.01 M NH_4_Fe(SO_4_)_2_ standard solution. The titration endpoint was indicated by the color of the solution changing from yellow to light red. To determine the calcium chelation value of HSAL and EDTA, 0.1 g of HSAL or EDTA was dissolved in 10 ml of distilled water, supplemented with 1 ml of ammonia-ammonium chloride buffer solution composed of 1 M ammonium chloride and 9.8% ammonia at pH 10, and an indicator (acid germanium blue K: naphthol green B: potassium chloride = 1:2:40), and then titrated with 0.2 M calcium acetate solution. The titration endpoint was indicated by the color of the solution changing from bright blue to purple red. The Ca^2+^ and Fe^3+^ chelation values of HSAL and EDTA were calculated based on the titration consumption.

### Plant materials

Seedlings of three different varieties of *Oryza sativa L. japonica* rice (*Nipponbare*, *Taichung 65*, and *Kasalath*); Corn (*Zea mays L*.), *Arabidopsis thaliana* accession Columbia-0 (Col-0) and mutants *irt1-1*^41^, *frd1-1* (*fro2)*^42^ and *opt3-2*^40^ were used in this study.

### Growth conditions and phenotypic analysis

Rice seeds were sterilized by soaking in a Benlate solution (2.5 g L^–1^) and vernalization at 28 °C for 3 days. These rice seedlings were transferred into a hydroponic growth system with different concentrations of HSAL (0%, 0.01%, 0.05%, and 0.1%) dissolved in filtered water without additional nutrients in an opaque plastic box, and grown in a growth chamber (MLR351, Sanyo, Japan) at 28 °C long-day condition (16 h light 16000 Lux 28 °C/8 h dark 25 °C) for 14 days. Images of rice seedlings (*n* = 12) were taken with a digital camera (D90, Nikon, Japan). The root length and shoot length of the rice seedlings were measured with a ruler. Dry weight of plant tissue was used to measure biomass.

For rice iron deficiency experiments, rice seeds were immersed twice for 10 min in a 10% hydrogen peroxide (7722-84-1, SCR, China) solution and sterilized with 10% sodium hypochlorite (7681-52-9, SCR, China) for 15 min with agitation. These rice seedlings were vernalized at 28 °C for 3 days before being transferred into the iron deficiency (without adding EDTA-Fe(II)) or iron sufficient (36 µM EDTA-Fe(II)) IRRI hydroponic solution (hydroponic nutrient solution was based on the recipe of International Rice Research Institute) with or without 0.05% HSAL in an opaque plastic box, and grown in a growth chamber (GXZ-500C-3, Jiangnan, China) with a long-day condition (16 h light 16000 Lux 28 °C/8 h dark 25 °C) for 10 days. Root length and shoot length of the rice seedlings (*n* = 12) were measured with a ruler. Roots and stems were sampled separately and dried for subsequent elemental analysis.

Corn (*Zea mays L*.) seeds were sterilized by treatment with a diluted H_2_O_2_ solution. Sterilized seeds were germinated on a moist filter paper in the dark at 25 °C for 4 days. Corn seedlings were then transferred to grow in soil collected from Higashiyama Campus of Nagoya University (GPS coordinate: 35°10'00.00“N, 136°55'00.00“E), placed in a growth chamber supplying 8 h light 16000 Lux 19 °C/16 h dark 17 °C for 2 weeks. Corn seedlings (*n* = 11) were watered with filtered water (control), 0.4% fertilizer (HYPONex, diluted 250 times) (fertilizer group), 0.4% of HSAL (HSAL group), or a combination of 0.4% fertilizer, and 0.4% of HSAL (fertilizer + HSAL group), respectively, once (200 ml) every 2 days. After 14 days of planting, the roots were dug out and rinsed with water. Root length was measured with a soft ruler, and dry weight of plant tissue was measured to obtain the biomass.

*Arabidopsis* seeds were surface sterilized using 1% sodium hypochlorite disinfectant and vernalized at 4 °C for 2 days. These seeds were then sown on the plates containing ½ Murashige and Skoog (MS) salt with 1% agar. The plates were vertically placed in a growth chamber (GXZ-380C-4, Jiangnan, China) at 22 °C with 16 h light /8 h dark cycles. For HSAL treatment, a concentration of 0.05%(m/m) HSAL was added to ½ MS medium. For nutrient deficiency experiments, the corresponding nutrient as indicated in the figures was removed from the ½ MS salt. For EDTA treatment, different concentrations of EDTA-Na_2_ as indicated in the figure were added into the ½ MS medium with or without iron deficiency. The images of the seedlings (*n* = 12) were taken with a camera (Nikon, D5600, Japan) when grown for 10 days. The root length was analyzed with Image J (https://imagej.net/imagej-wiki-static/Fiji).

### Cell morphology analysis

Rice seedlings were grown in water with or without 0.05% HSAL for 7 days. The main root segments (1.5 mm to 8.5 mm from root tip) of these seedlings were collected and dehydrated using 30%, 50%, 70%, 95%, and 100% ethanol series for 30 min each step. 100% ethanol was changed twice and the tissue was stored overnight at 4 °C and embedded in epoxy resin (EPON812; TAAB, Berkshire, UK). Transverse sections of approximately 1 µm thickness were cut with a glass knife on an ultramicrotome (Ultracut N; Reichert, Vienna, Austria) for the Cryo-SEM observation. The frozen sample was fixed in a sample holder, cut in the glove box (below −30 °C) under a dry N_2_ atmosphere, and transferred to the cryo-scanning electron microscope (Cryo-SEM, S-3400N-T3, Hitachi, Tokyo, Japan) through cryo-vacuum transfer shuttles (TRIFT III, ULVAC-PHI Inc., Kanagawa, Japan). The cell morphology was observed with Cryo-SEM^63^.

### Cell proliferation analysis

Rice seedlings were cultivated in water for 5 days, then transferred into 0.05% HSAL solution for 1.5 h, 3 h, 6 h, 12 h, 24 h, 72 h, and 192 h in the growth chamber. EdU fluorescence staining was used to indicate the cell proliferation in the root tip^64^. EdU staining (ThermoFisher, A10044) was conducted following the manufacturer’s protocols. In brief, rice seedlings were immersed with 5 μM EdU for 2 h. The root tip up to 5 mm of these EdU-stained roots were cut and fixed with 4% FAA and vacuum infiltrated for 10 min. After membrane saturation and reacting with reaction cocktail, samples were stained with DAPI at room temperature for 20 min. EdU fluorescence for each root sample was observed using a confocal laser scanning microscope (FV1200, Olympus, Japan) at 454 nm after dehydration through stepped concentrations of ethanol and MES (Methyl salicylate).

### Genome-wide transcriptomic analysis

Rice seedlings (*Oryza sativa L. Nipponbare*) were cultivated in water for 7 days. Root tips (around 5 mm) of rice seedlings (28 root tips per group) with or without HSAL treatment for 12 h. We extracted the total RNA of the root tips with the TRIzol reagent (Invitrogen) by following the manufacturer’s instructions. The total RNA was subject to library preparation with Truseq stranded mRNA sequencing kit (Illumina Inc.) and then subjected to single-end sequencing with the Illumina Novaseq 6000 platform. The raw reads were filtered to obtain high-quality reads without adaptor sequences and low-quality reads (containing over 10% of N or trim the ends of reads with low sequencing quality (<Q20)). After quality control, only the clean reads were used for downstream analysis. The reference genome and gene model annotation files were downloaded from the genome website (https://plants.ensembl.org/). The clean reads were aligned to the *Oryza sativa L. Nipponbare* genome assembly (version 4) using Tophat (v2.0.9)^65^. Gene expression levels were calculated using the FPKM (fragments per kilobase of transcript per million mapped reads) metric using the Python package HTSeq with default settings. The DESeq2 R (1.10.1) package^66^ was used to evaluate differential gene expression between two groups. The resulting *P* values were adjusted using Benjamini and Hochberg’s approach for controlling false discovery rate (FDR). Differential expression genes were determined using the criteria of FDR ≤ 0.05 and fold change (log_2_FC) ≥ 1 and provided in Supplementary Data 1. To conduct Gene ontology (GO) enrichment analysis, the universal GO term annotations were retrieved from the R package GO.db (v 3.15.0). The Rice GO dataset was downloaded from AgriGO v2 (http://systemsbiology.cpolar.cn/agriGOv2/). Then a domestic GO ID/Gene ID as well as a GO ID/GO annotation file was prepared. GO enrichment analysis was carried out using the *enricher ()* function from the R package clusterProfiler (v 4.4.4)^67^ with Benjamini and Hochberg’s approach for *P* value adjustment. GO terms with adjusted *P* values lower than 0.05 were plotted.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Rice seedlings (Oryza sativa L. *Nipponbare*) were cultivated in water for 7 days. The root tips (around 5 mm) of rice seedlings (12 root tips as a group) with or without HSAL treatment for 12 h were collected for RNA isolation. Six biological replicates were analyzed for each treatment. Total mRNA of the root tips was extracted using FastPure Plant Total RNA Isolation Kit (code no.RC401-01, Vazyme, China). A total of 150 ng RNA was used to synthesize the first-strand cDNA by HiScript II Q Select RT SuperMix for qRT-PCR (+gDNA wiper) (code no. R223-01, Vazyme, China). Pro Universal SYBR qPCR Master Mix (code no. Q712-02, Vazyme, China) was used to prepare the reaction mixture. PCR was performed on a StepOnePlus Real-Time PCR System (code no. 4376600, Thermo Fisher Scientific, Carlsbad, CA, United States). The primers for qRT-PCR were listed in Supplementary data 2 (Sangon Biotech, China). The specificity of primers was confirmed by melting curve analysis. eLF-4α was used as an internal reference.

### Chlorophyll content analysis

Approximately 20 mg fresh leaves of 10-day-old *Arabidopsis* seedlings were frozen with liquid nitrogen and ground up (Scientz-48 Touch Display High Throughput Tissuelyser, Ningbo, China) with steel beads in 2 ml tubes, then 1.8 ml of extraction buffer was added (ethanol: acetone: water = 4.5:4.5:1; v/v) and shaken (Orbital shaker TS-3D, Kylin-Bell, China) in the dark at room temperature for 15 mins. 1 ml supernatant was used to measure chlorophyll content after centrifuging the samples at 6000 rpm for 30 s. The absorbance of chlorophyll was measured at wavelengths 645 nm and 663 nm using an ultraviolet spectrophotometer (The SpectraMax® i3x Multi-Mode Microplate Reader, Molecular Devices, LLC.). Total chlorophyll content was calculated with the formula: (20.29*A645 + 8.05*A663) *v/w*1000^68^.

### Elemental analysis

HSAL powder (20 mg) was digested with 4 mL HNO_3_ and 2 mL H_2_O_2_ using a microwave digestion system (MARS6, CEM Microwave Technology Ltd., USA) until the liquid was clear and transparent. This was diluted with ultrapure water to a final volume of 10 mL. The contents of K, Ca, Mg, Fe, Cu, and Zn in the digestion liquid were detected using inductively coupled plasma-mass spectrometry (ICP-MS Nexion300xx, Perkin Elmer, Inc., USA). The 10-day-old seedlings of *Arabidopsis thaliana* and rice (*Oryza sativa L. japonica. Nipponbare*) were washed using the cleaning solution (10 mM EDTA-Na_2_) for 30 min and subsequently rinsed with ultrapure water, then divided into roots and shoots. The samples were dried at 70 °C for 48 h and weighed. The dried samples were incubated with 2 mL of concentrated HNO_3_ under high-temperature (max to 220 °C for *Arabidopsis thaliana* and 280 °C for rice) until the liquid was clear and transparent. The samples were then diluted with ultrapure water to a final volume of 10 mL. The contents of Ca, Mg, Fe, Cu, and Zn in the digestion liquid were detected using a Microwave Plasma-Atomic Emission Spectrometer (4210-MP-AES; Agilent Technologies, USA).

### Cost assessment of HSAL synthesis

The cost calculation of HSAL conversion was based on the current experimental conditions: 3% SAL (water base) treated with the same mass of NaOH at 280 °C for 2 h, and the yield of SAL converted to HSAL by hydrothermal reaction is 46.7%. Accordingly, the daily production cost^69^ of one ton of HSAL was determined by considering the energy consumption of the corresponding SAL-NaOH mixed liquid (specific heat capacity of 3% NaOH (c): 0.95 kcal. (kg °C)^−1^) hydrothermal treatment (converted into standard coal (2.93 × 10^4^ kJ kg^−1^) equivalent, USD 107–122 per ton^70^) and the material consumption caused by NaOH addition (recycling, calculated at 10% loss each time, USD 300–600 per ton (Dadao Chemicals Co., Ltd.)). In the scenario of large-scale industrial production, the additive concentration of SAL would be increased to 10% (specific heat capacity of 10% NaOH (c): 0.89 kcal. (kg °C)^−1^) to further improve production efficiency and cut costs. Under the premise that the treatment conditions of the hydrothermal reaction are consistent, the daily production cost of one ton of HSAL was calculated.

$$\begin{array}{c}{{{{{\rm{Daily}}}}}}\,{{{{{\rm{production}}}}}}\,{{{{{\rm{cost}}}}}}\,{{{{{\rm{of}}}}}}\,1{{{{{\rm{t}}}}}}\,{{{{{\rm{HSAL}}}}}}=\\ \left\{\begin{array}{c}[\left(\right.c(SAL-NaOH)\ast m(SAL-NaOH)\ast (T2-T1)/{{{{{\rm{Q}}}}}}({{{{{\rm{Std}}}}}}.\,{{{{{\rm{Coal}}}}}})]\ast P(Std.\,coal)\\+10\%\ast m(SAL)\ast P(NaOH)\end{array}\right\}/{{{{{\rm{Yeild}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{HSAL}}}}}}\end{array}$$

c(SAL-NaOH): Specific heat capacity of the corresponding SAL-NaOH mixed liquid;

m(SAL-NaOH): Total mass of the corresponding SAL-NaOH mixed liquid;

T2: Target temperature of hydrothermal reaction (°C);

T1: Start temperature of hydrothermal reaction (°C);

Q (Std.Coal): Calorific value of standard coal (2.93 × 10^4^ kJ kg^−1^);

P (Std.Coal): Average market price of standard coal;

m (SAL): Mass of the invested SAL (assumed as 1 Ton here);

P (NaOH): Average market price of NaOH;

Yield of HSAL: Yield of HSAL produced by hydrothermal conversion (Calculated at a laboratory yield of 46.7%).

### Quantification and statistical analysis

All values were presented as means ± standard deviation (SD) and box plots. The experiments were performed at least for three biological replicates (the number of samples for each value was indicated in figures or figure legends) and repeated twice. For box plots, boxes represent the 25th–75th percentile range, white lines represent medians and whiskers show the minimum–maximum range. Statistical analyses between groups were analyzed with Student’s *t*-test (*p* < 0.05) using the GraphPad Prism 9 (GraphPad Software) for Windows. Significant differences for multiple comparisons for single point experiment were determined by one-way or two-way ANOVA with Tukey’s *HSD* test as indicated in figure legends. All statistical tests used were two-sided in this study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Description of additional supplementary files

Peer Review File

Supplementary Data 1

Supplementary Data 2

### Source data

Source Data

## Data Availability

The data that support this study are available within the paper and Supplementary Information files. The data underlying Figs.1b-f, 2b-f, 3b-g, 3i-l, 4b-d, 4f-i, 5b-g and Supplementary Figs. 2a, 3b-g, 4b-g, 4b-d, 5b-d, 5f-g, 6a-d, 7a-h, 9a-h, as well as Supplementary Table 1–4 generated in this study are provided in the Source Data file. The raw RNA-seq datasets of *Oryza sativa* used in this study are available in the GEO database under accession code GSE224234. Source data are provided with this paper.

## Code availability

All codes used in this study are openly available at Zenodo (10.5281/zenodo.7912947)^71^.

# Supplementary material for: A lignin-derived material improves plant nutrient bioavailability and growth through its metal chelating capacity
**Source:** Nat Commun. 2023 Aug 11;14:4866. doi: 10.1038/s41467-023-40497-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **A lignin-derived material improves plant nutrient bioavailability and growth through its metal chelating capacity**

Qiang Liu<sup>1,2</sup>, Tsubasa Kawai<sup>2</sup>, Yoshiaki Inukai<sup>3</sup>, Dan Aoki<sup>2</sup>, Zhihang Feng<sup>1</sup>, Yihui Xiao<sup>1</sup>,  
Kazuhiko Fukushima<sup>2</sup>, Xianyong Lin<sup>1</sup>, Weiming Shi<sup>4,5</sup>, Wolfgang Busch<sup>6</sup>,  
Yasuyuki Matsushita<sup>\*2,7</sup> Baohai Li<sup>\*1</sup>

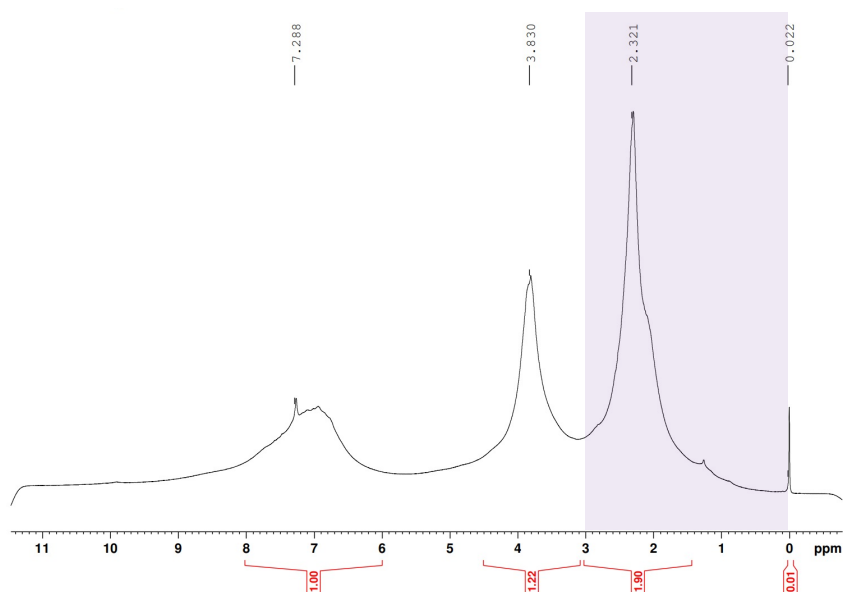

**Supplementary Fig. 1 |  $^1\text{H}$ -NMR spectra of acetylated HSAL.** Quantification of the phenolic hydroxyls (2.2 ppm to 2.6 ppm) was done by peak integration in comparison with dibromomethane internal standard peaks (The spectra were recorded in a deuteriochloroform solvent at 25 °C using a Bruker AVANCE 400 MHz NMR spectrometer). The purple area indicates  $^1\text{H}$ -NMR spectra of acetylated HSAL at 1 ~ 3 ppm (shown in Fig. 1b).

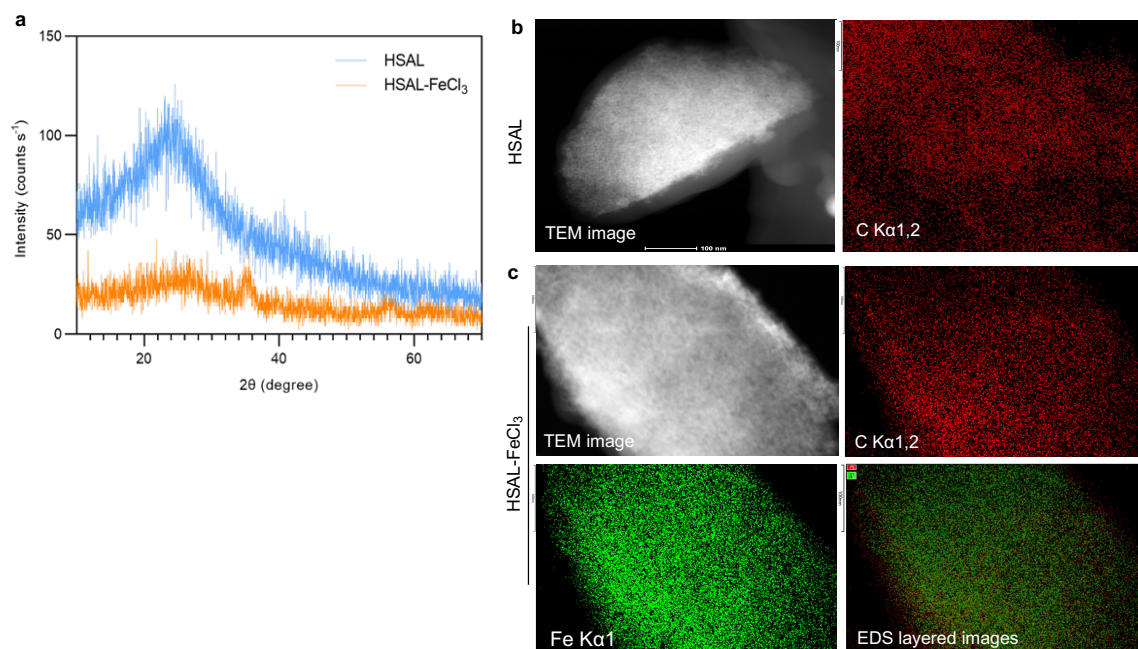

**Supplementary Fig. 2 | XRPD and TEM-EDS analysis of HSAL and HSAL-FeCl<sub>3</sub> complexes.** (a) Overlap of XRPD plots of HSAL powder and HSAL-FeCl<sub>3</sub> complexes. (b) HAADF-STEM and TEM-EDS analysis and carbon distribution on the surface of HSAL powder. (c) HAADF-STEM and TEM-EDS analysis and carbon-iron distribution on the surface of HSAL-FeCl<sub>3</sub> powder.

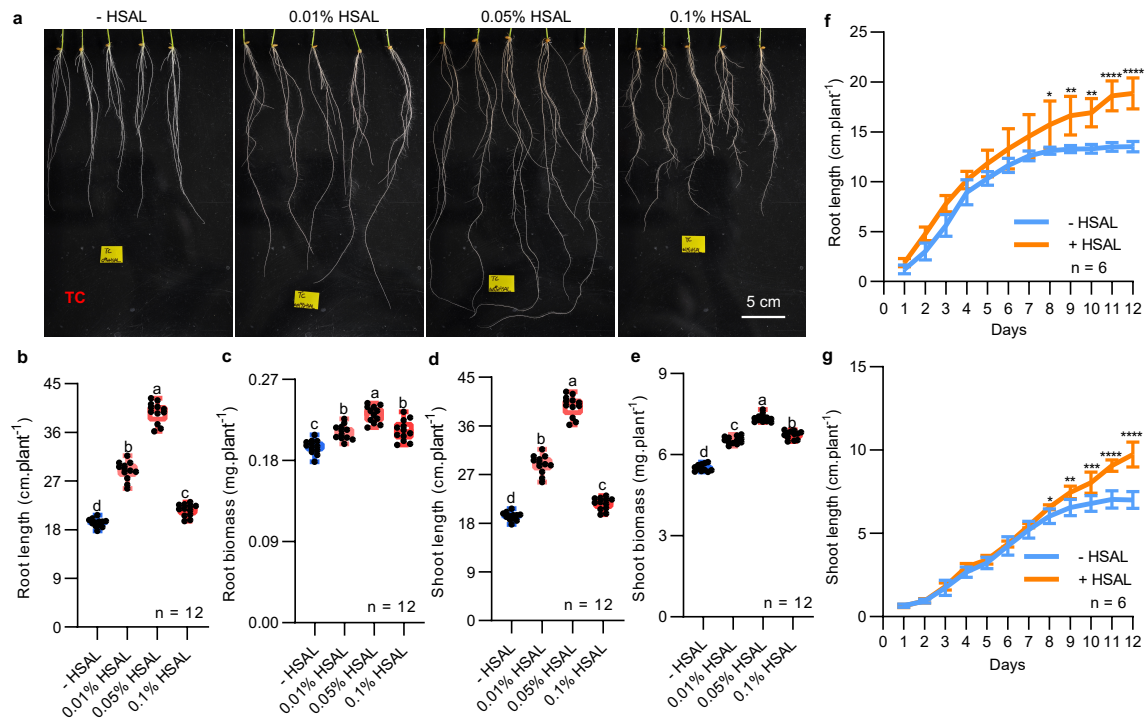

**Supplementary Fig. 3 | The significant promotion of HSAL additive on rice (Taichung 65) growth.** **a**, The representative images showed the root length of rice seedlings treated with different concentrations of HSAL for 14 days. **b**, **c**, Quantification of the primary root length (**b**) and total root biomass (**b**) in (**a**). **d**, **e**, Quantification of the shoot length (**d**) and total shoot biomass (**e**) in (**a**). Boxes represent the 25<sup>th</sup>–75<sup>th</sup> percentile range, white lines represent medians and whiskers show the minimum–maximum range in (**b**, **c**, **d**, **e**). Different letters indicated statistically significant differences based on one-way ANOVA and Tukey's *HSD* test analysis ( $p < 0.05$ ). **f**, **g**, Growth curve on the primary root length (**f**) and shoot length (**g**) of *Taichung 65* with 0.05% HSAL. The data indicated the mean and standard deviation (error bars). Statistical difference between the control and 0.05% HSAL was analyzed with Student's *t*-test in (**f**, **g**). Different number of asterisk (\*) indicates  $p$ -value at the level of 0.05, 0.01, 0.001 and 0.0001, respectively. The number of seedlings ( $n$ ) shown in (**b**, **c**, **d**, **e**, **f**, **g**).

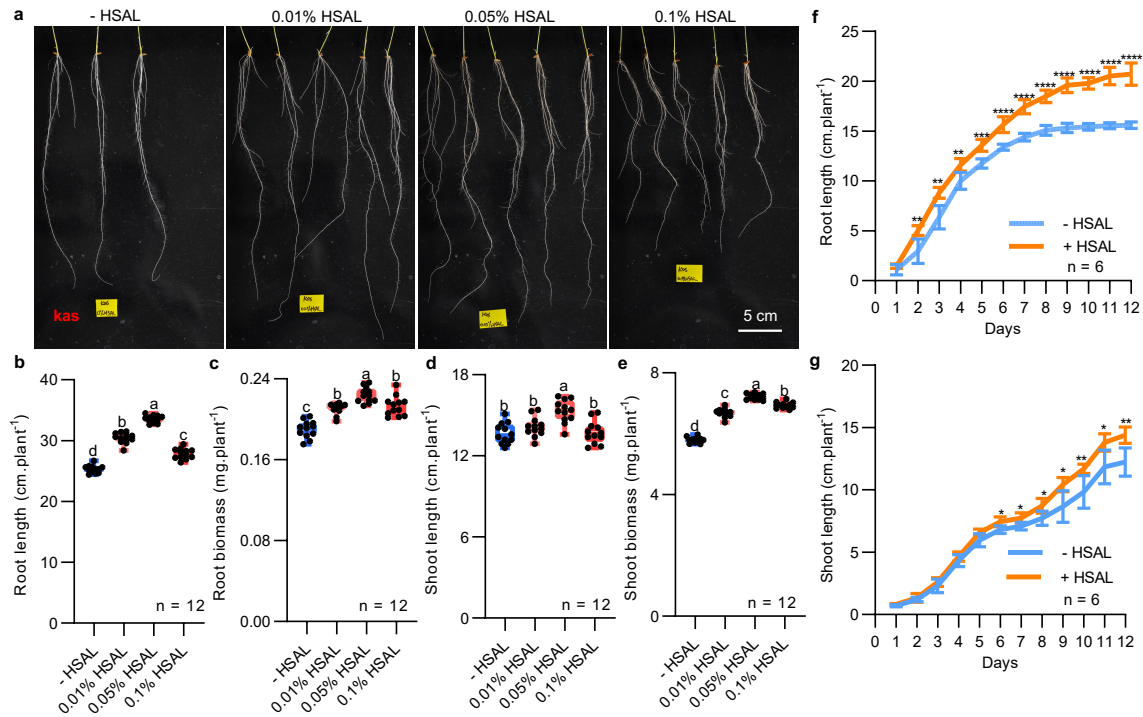

**Supplementary Fig. 4 | The significant promotion of HSAL additive on rice *Kasalath* (*Kas*) growth.** **a**, The representative images showed the root length of *Kas* rice seedlings treated with different concentrations of HSAL for 14 days. **b**, **c**, Quantification of the primary root length (**b**) and total root biomass (**c**) in (**a**). **d**, **e**, Quantification of the shoot length (**d**) and total shoot biomass (**e**) in (**a**). Boxes represent the 25<sup>th</sup>–75<sup>th</sup> percentile range, white lines represent medians and whiskers show the minimum–maximum range in (**b**, **c**, **d**, **e**). Different letters indicated statistically significant differences based on one way ANOVA and Tukey's *HSD* test analysis ( $p < 0.05$ ). **f**, **g**, Growth curve on the primary root length (**f**) and shoot length (**g**) of *Kas* rice seedlings treated with the control and 0.05% HSAL. The data indicated the mean and standard deviation (error bars). Statistical difference between the control and 0.05% HSAL was analyzed with Student's *t*-test in (**f**, **g**). Different number of asterisk (\*) indicates  $p$ -value at the level of 0.05, 0.01, 0.001 and 0.0001, respectively. The number of seedlings ( $n$ ) shown in (**b**, **c**, **d**, **e**, **f**, **g**).

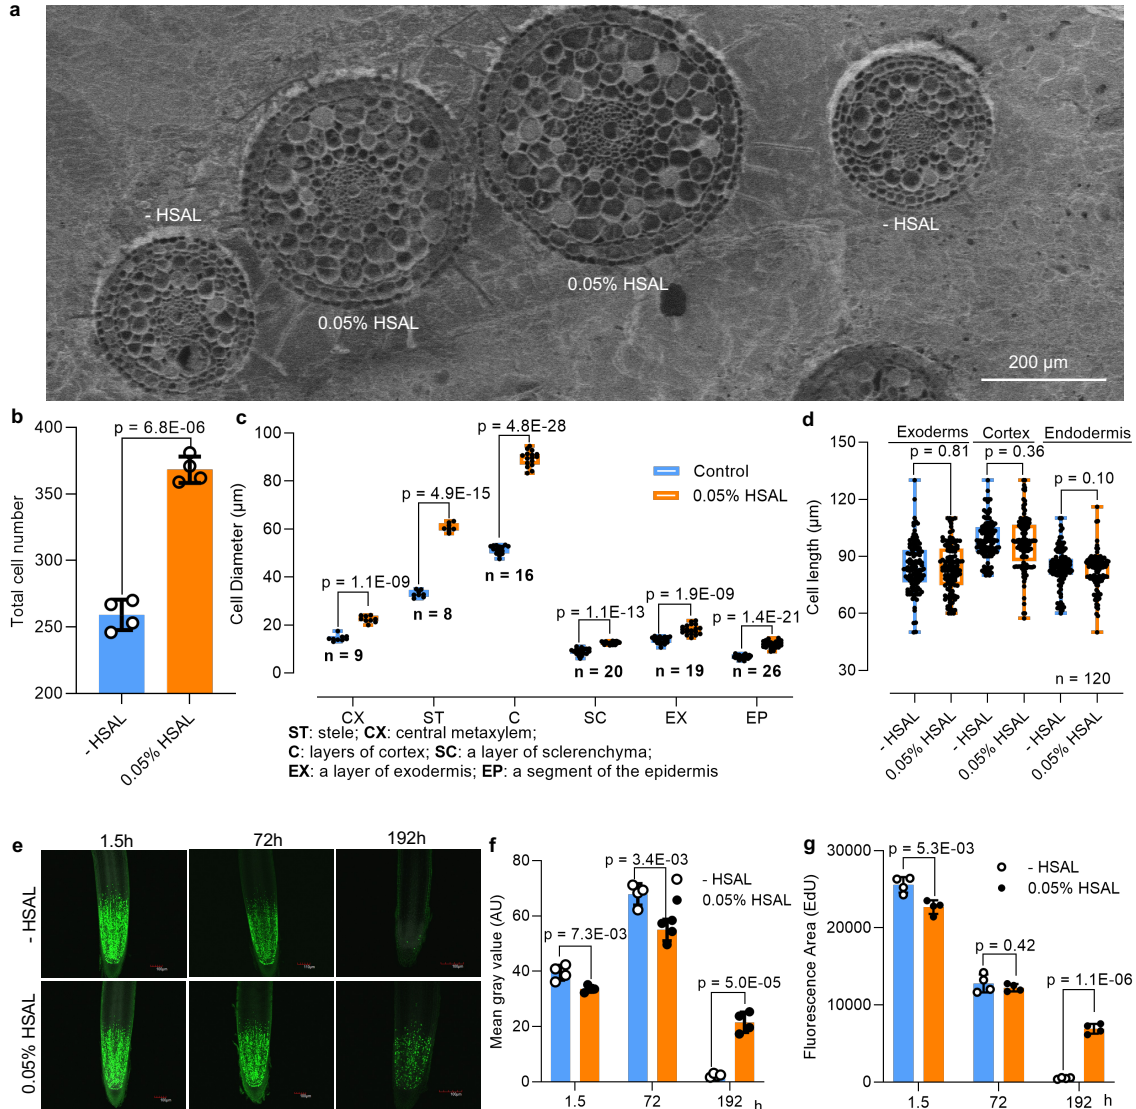

**Supplementary Fig. 5 | HSAL additive increases root diameter and cell activity of rice.** **a**, Cryo-SEM image showed the increase of 0.05% HSAL on the width of the differentiated rice (*Nippon bare*) roots for 7 days. **b**, The total cell number of different cell layers in the cross-sectional roots was shown as in (a). Graphs depict mean with standard deviation (error bars) and individual data points (n = 4 biologically independent replicates). **c**, Cell diameter for each cell layer shown in (a). **d**, The longitudinal cell length of the differentiated rice root. Boxes represent the 25<sup>th</sup>–75<sup>th</sup> percentile range, white lines represent medians and whiskers show the minimum–maximum range. N = the number of cells in each cell layer in (c, d). **e**, Time-course EdU staining indicated the cell division activity in the root apex affected with 0.05% HSAL. **f**, **g**, The area (f) and intensity (g) of EdU fluorescence in the root meristems shown in (e). The graphs depicted the mean and standard deviation (error bars) and individual data points (n = 4 biologically independent replicates). Statistically significant differences between the means were analyzed with Student's *t*-test.

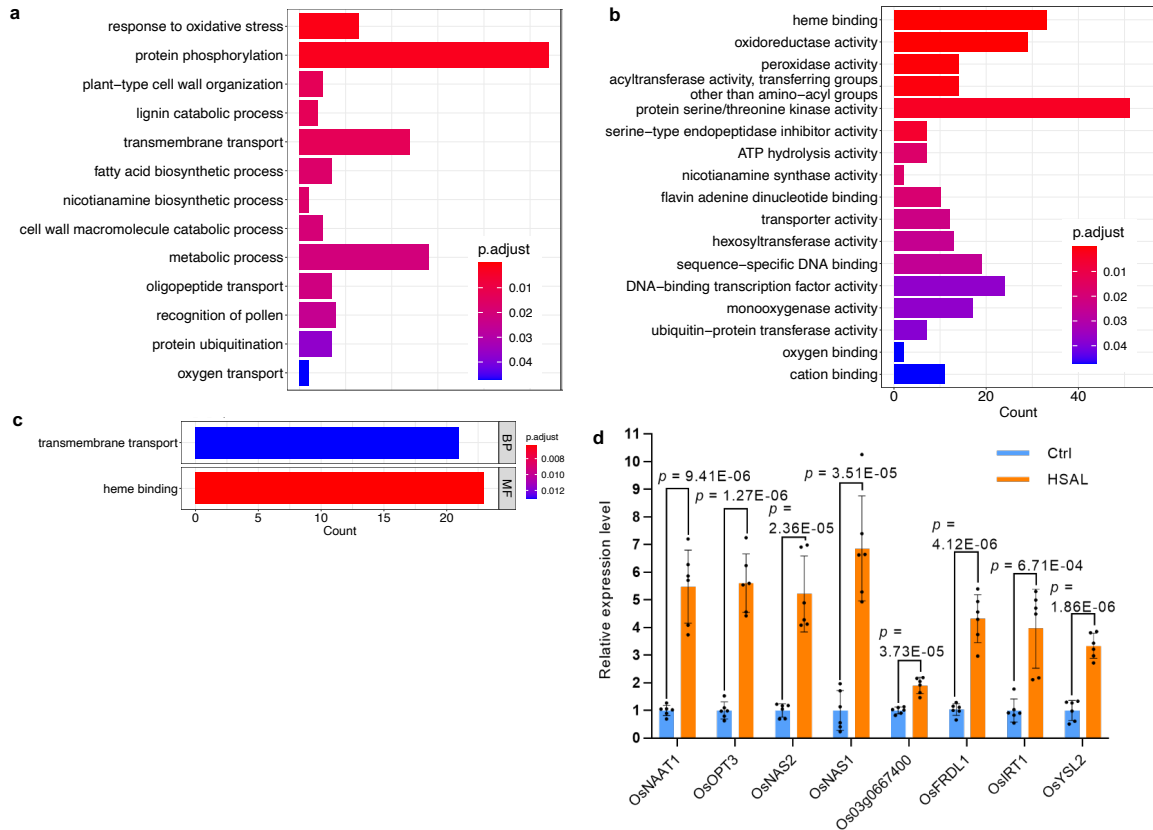

**Supplementary Fig. 6 | Gene Ontology (GO) term analysis of the differentially expressed genes regulated by HSAL.** The rice seedlings were grown in the hydroponic conditions for 7 days and treated with or without 0.05% HSAL for 12 h. Root tips of rice were collected for RNA-Seq analysis. DEGs were filtered at the threshold of False Discovery Rate (FDR)  $\leq 0.05$  and  $\text{Log}_2(\text{Fold Change}) \geq 1$  as shown in Fig. 4. **(a, b)** Enriched GO terms in Biological Process **(a)** and Molecular Function **(b)** categories of 956 upregulated DEGs. **(c)** Enriched Gene Ontology (GO) terms in Biological Process (BP) Molecular Function (MF) categories in 1112 downregulated DEGs. GO enrichment was carried out with the over representation analysis in **(a, b, c)**.  $p$ -values were calculated by hypergeometric distribution multiple comparison followed by Benjamini-Hochberg adjustment. **(d)** HSAL additive increases the expression of iron transport-related genes in rice root tips. After grown in hydroponics for 7 days, the rice seedlings were treated with and without 0.05% HSAL for 12 h. The root tips were harvested to extract RNA for qRT-PCR. The graphs depicted the mean with standard deviation (error bars) and individual data points.  $p$ -value of statistical difference between the control and 0.05% HSAL was analyzed with Student's  $t$ -test ( $n = 6$  biologically independent samples).

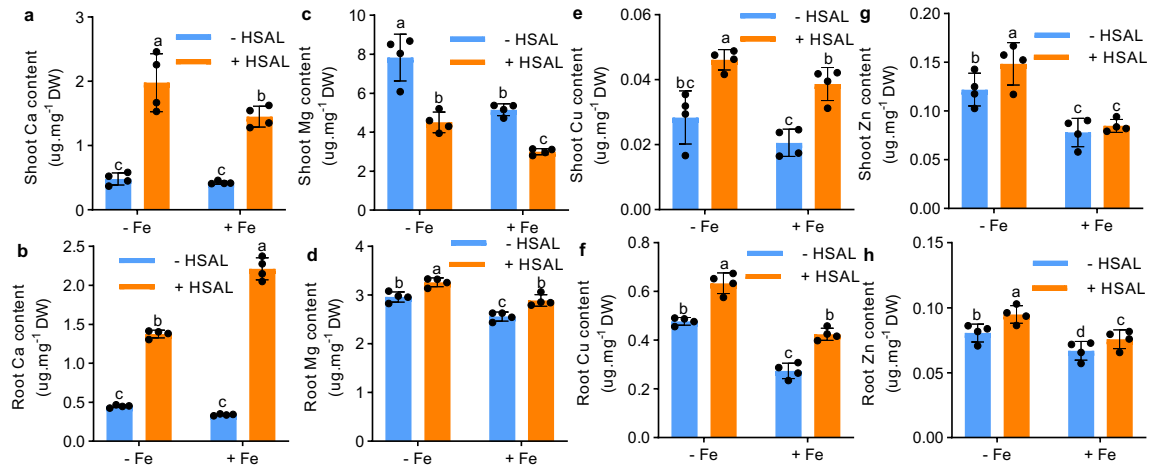

**Supplementary Fig. 7 | The regulation of HSAL additive on the nutrient content of rice seedlings.** The rice seedlings (*Nipponbare*) were grown under iron deficiency (without EDTA-Fe (II) addition) and iron sufficient (36 µM EDTA-Fe (II)), and treated with or without 0.05% HSAL for 10 days. Accumulation of Ca (a), Mg (c), Cu (e), Zn (g) in shoots and accumulation of Ca (b), Mg (d), Cu (f), and Zn (h) in roots. The graphs depicted the mean with standard deviation (error bars) and individual data points in (a-h). Different letters indicated the statistically significant differences among the means by two-way ANOVA analysis with Tukey's *HSD* test ( $p < 0.05$ ,  $n = 4$  biologically independent replicates).

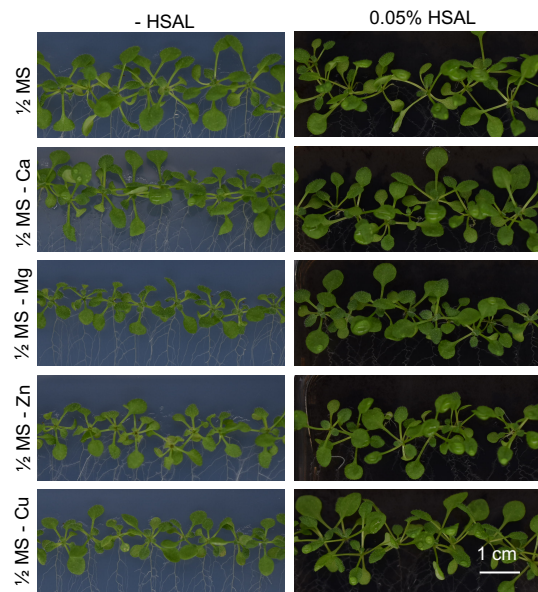

**Supplementary Fig. 8 | The recovery of HSAL additive on the growth defect of *Arabidopsis thaliana* caused by the deficiency of different nutrients.** The left panels showed *Arabidopsis thaliana* seedlings grown in the given nutrient conditions without added with HSAL (-HSAL), while right panels showing the seedlings grown in the corresponding nutrient conditions added with 0.05% HSAL. The panels from top to bottom showed *Arabidopsis* seedlings grown in the control nutrient condition ( $\frac{1}{2}$  MS), calcium deficiency ( $\frac{1}{2}$  MS - Ca); magnesium deficiency ( $\frac{1}{2}$  MS - Mg); zinc deficiency ( $\frac{1}{2}$  MS - Zn) and copper deficiency ( $\frac{1}{2}$  MS - Cu), respectively. All the seedlings were grown for 10 days. The experiments have been independently repeated twice. The representative images were shown for the *Arabidopsis* leaf growth.

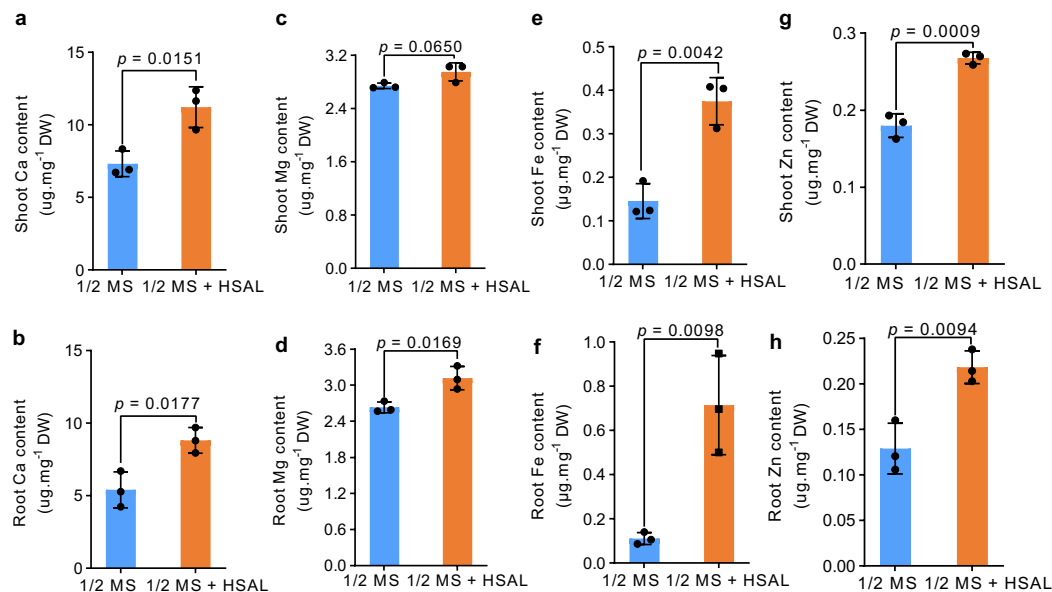

**Supplementary Fig. 9 | The regulation of HSAL additive on the nutrient content of *Arabidopsis* seedlings.** The seedlings were grown in the  $\frac{1}{2}$  MS medium (50  $\mu\text{M}$  EDTA-Fe (II)) with or without 0.05% HSAL for 10 days. Accumulation of Ca (a), Mg (c), Fe (e), Zn (g) in shoots and accumulation of Ca (b), Mg (d), Fe (f), and Zn (h) in roots. The graphs depicted the mean with standard deviation (error bars) and individual data points in (a-h). Statistically significant differences between the means were analyzed with Student's t-test ( $p < 0.05$ ,  $n = 3$  biologically independent replicates).

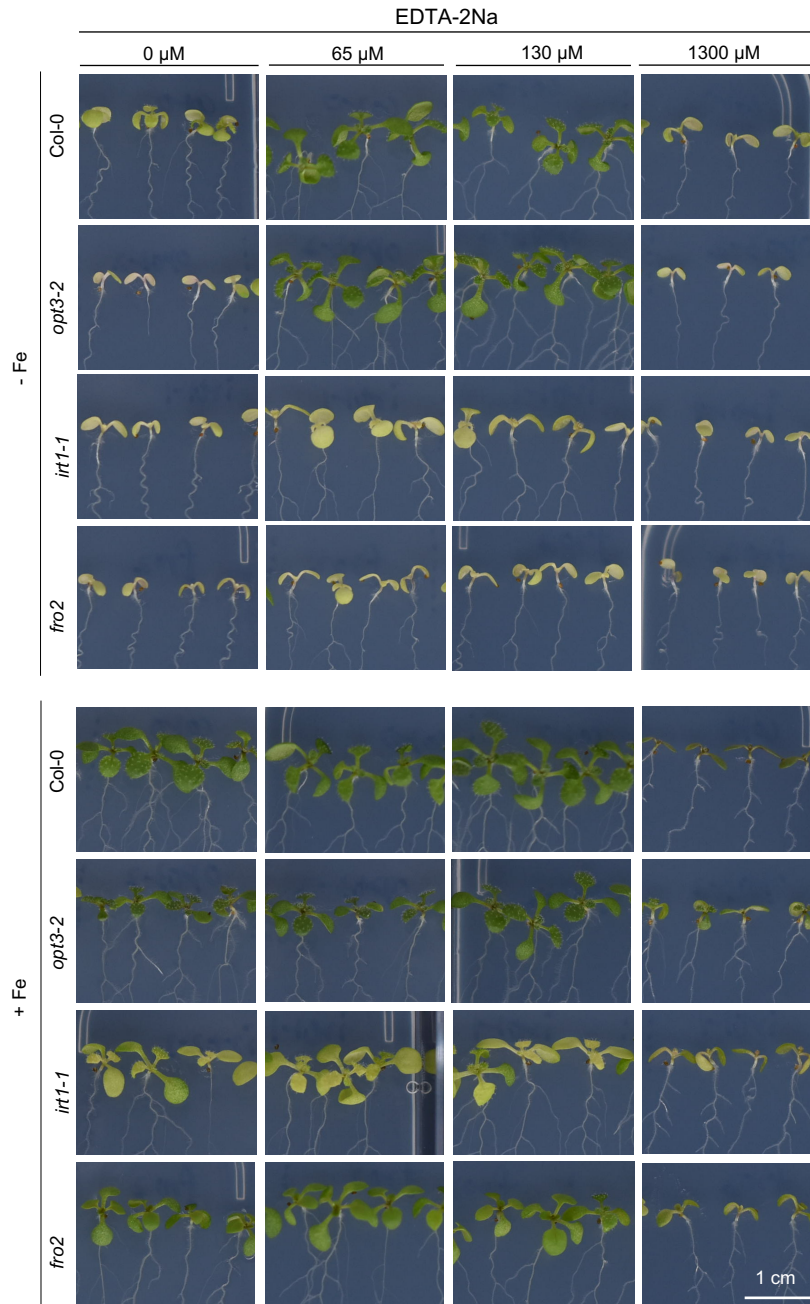

**Supplementary Fig. 10 | EDTA additive recovers the iron-deficiency phenotype of *Arabidopsis thaliana*, which depends on the FRO2/IRT1 iron transport pathway.** -Fe represented iron deficiency condition ( $\frac{1}{2}$  MS without EDTA-Fe (III)), while + Fe indicated iron sufficient condition ( $\frac{1}{2}$  MS with 50  $\mu$ M EDTA-Fe (III)). Col-0 is wild-type *Arabidopsis*, while *opt3-2*, *irt1-1* and *fro2* represented three different iron transport defective *Arabidopsis* mutants. EDTA- $\text{Na}_2$  was supplied with four different concentrations (0, 65 $\mu$ M, 130 $\mu$ M and 1300 $\mu$ M) in the given  $\frac{1}{2}$ MS growth medium. The seedlings have been grown for 9 days. The experiments have been independently repeated twice. The representative images were shown for *Arabidopsis* leaf growth.

**Supplementary Table 1. The Ca and Fe content in HSAL-metal complexes.**

|                        | Ca ( $\mu\text{g. g}^{-1}$ ) | Fe ( $\mu\text{g. g}^{-1}$ ) |
|------------------------|------------------------------|------------------------------|
| HSAL                   | $70.86 \pm 4.57$             | $12.13 \pm 2.55$             |
| HSAL-FeSO <sub>4</sub> | $341.8 \pm 88.11$            | $6711 \pm 640.0$             |
| HSAL-FeCl <sub>3</sub> | $870.8 \pm 93.50$            | $2443 \pm 289.7$             |
| HSAL-CaCl <sub>2</sub> | $10047 \pm 974.7$            | $54.27 \pm 3.20$             |

**Supplementary Table 2. Comparison of major nutrients among 0.05% HSAL, ½ MS and IRRI medium.**

| Elements | 0.05%<br>HSAL<br>(nM) | ½ MS<br>(mM) | Ratio<br>(0.05% HSAL/½<br>MS) | IRRI<br>(mM) | Ratio<br>(0.05%HSAL/IRRI) |
|----------|-----------------------|--------------|-------------------------------|--------------|---------------------------|
| K        | 1.30 ± 0.53           | 10           | 0.00%                         | 1.00         | 0.00%                     |
| Ca       | 162 ± 16.9            | 1.50         | 0.01%                         | 1.00         | 0.02%                     |
| Mg       | 68.9 ± 7.77           | 0.75         | 0.01%                         | 1.70         | 0.00%                     |
| Fe       | 30.5 ± 3.50           | 0.05         | 0.06%                         | 0.036        | 0.08%                     |
| Cu       | 2.69 ± 0.31           | 0.00005      | 5.38%                         | 0.00016      | 1.68%                     |
| Zn       | 1.01 ± 0.27           | 0.015        | 0.01%                         | 0.00015      | 0.67%                     |

Note: IRRI medium, Hydroponic Nutrient Solution Recipe based on the International Rice Research Institute.

**Supplementary Table 3. The increase of iron content in rice seedlings by 0.05% HSAL was not derived from HSAL-containing iron.**

|                       | Growth medium Fe<br>( $\mu\text{g. pot}^{-1}$ ) | Root Fe<br>( $\mu\text{g. pot}^{-1}$ ) | Shoot Fe<br>( $\mu\text{g. pot}^{-1}$ ) | Total Fe<br>( $\mu\text{g. pot}^{-1}$ ) |
|-----------------------|-------------------------------------------------|----------------------------------------|-----------------------------------------|-----------------------------------------|
| IRRI - Fe             | 561.98 $\pm$ 49.67                              | 10.67 $\pm$ 1.34                       | 2.47 $\pm$ 0.35                         | 13.07 $\pm$ 5.09                        |
| IRRI-Fe+0.05%<br>HSAL | 563.9 $\pm$ 49.48                               | 36.03 $\pm$ 3.76                       | 4.85 $\pm$ 0.33                         | 40.83 $\pm$ 3.76                        |
| Increase              | 1.71                                            | 25.36                                  | 2.38                                    | 27.74                                   |

*Note:* The iron deficiency condition (IRRI - Fe) was IRRI medium without adding Fe-EDTA, while IRRI - Fe + 0.05% HSAL indicated the iron deficiency condition added with 0.05% HSAL. A pot contained 1 L hydroponics medium and grown with 12 rice seedlings.

**Supplementary Table 4. Increase of iron content in *Arabidopsis* seedlings by 0.05% HSAL under iron deficiency condition was not from HSAL-containing iron.**

|                                       | Growth medium Fe<br>( $\mu\text{g. plate}^{-1}$ ) | Root Fe ( $\mu\text{g. plate}^{-1}$ ) | Shoot Fe ( $\mu\text{g. plate}^{-1}$ ) | Total Fe ( $\mu\text{g. plate}^{-1}$ ) |
|---------------------------------------|---------------------------------------------------|---------------------------------------|----------------------------------------|----------------------------------------|
| $\frac{1}{2}$ MS - Fe                 | $31.96 \pm 4.81$                                  | $4.25 \pm 0.46$                       | $14.70 \pm 1.65$                       | $18.95 \pm 1.87$                       |
| $\frac{1}{2}$ MS - Fe +<br>0.05% HSAL | $32.04 \pm 4.82$                                  | $13.35 \pm 3.98$                      | $20.20 \pm 1.63$                       | $33.55 \pm 3.87$                       |
| Increase                              | 0.085                                             | 9.1                                   | 5.5                                    | 14.6                                   |

*Note:* The iron deficiency condition ( $\frac{1}{2}$  MS - Fe) was  $\frac{1}{2}$  MS salt removed of Fe-EDTA.  $\frac{1}{2}$  MS - Fe + 0.05% HSAL indicated the iron deficiency condition added with 0.05% HSAL. A plate contained 50 mL agar medium and grown with 15 *Arabidopsis* seedlings.

# Supplementary material for: A lignin-derived material improves plant nutrient bioavailability and growth through its metal chelating capacity
**Source:** Nat Commun. 2023 Aug 11;14:4866. doi: 10.1038/s41467-023-40497-2
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ImageJ (Fuji), SLR camera (Nikon), LabSolutions IR (Shimadzu), SmartDriveNMR (Bruker), TRIFT analyzer (ULVAC-PHI.), XRPD (Thermo Fisher), TEM (FEI), EDS (Oxford), StepOnePlus Real-Time PCR System (Thermo Fisher), FV10-ASW Viewer software (Olympus), MP Expert (Agilent). The description or link for each software could be found in the manuscript.
Data analysis	TopSpin, ChemDraw 2016, Graphpad Prism 9, Excel 2019, OriginLab Origin 2022b, DigitalMicrograph®, MDI Jade6.5, Tophat (v2.0.9), the Python package HTSeq, The DESeq2 R (1.10.1) package, R package GO.db (v 3.15.0), AgriGO v2, SoftMax Pro6 Software (MOLECULAR Devices), the R package clusterProfiler (v 4.4.4). The description or link for each software could be found in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings of this study are provided in the article and Supplementary Information. The raw data except RNA-seq was provided as a Source data file. The raw data for RNA-seq analysis have been deposited in GEO.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

# Supplementary material for: A lignin-derived material improves plant nutrient bioavailability and growth through its metal chelating capacity
**Source:** Nat Commun. 2023 Aug 11;14:4866. doi: 10.1038/s41467-023-40497-2
**Supplement:** Supplementary file 3 — Description of additional supplementary files

Description of Additional Supplementary Files

File name: **Supplementary Data 1**

Description: Differential expression genes (DEGs) were identified in the root tip of 7-day-old seedlings treated with or without HSAL for 12 h.

File name: **Supplementary Data 2**

Description: List of primer sequences for qRT-PCR in this Study.

How the deposited data were processed for this re-analysis (not part of the article)

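RNA from rice root tips was sequenced in 3 control libraries and 3 libraries with 0.05% HSAL for 12 h. The deposited table holds 1 value per gene and library, a signal that the authors made by counting reads with HTSeq and dividing the counts by the size factor of each library from DESeq2 1.10.1. The methods name FPKM for the HTSeq step, but the values were whole multiples of 1 step per library and so are size-factor-normalized counts. The version of HTSeq is not given in the sources used here, and its default setting for strand is stated for a stranded kit, so reads of a gene and of an antisense partner may be misassigned. The authors aligned the reads with TopHat 2.0.9 to version 4 of the Nipponbare assembly. The authors' deposited log2 fold changes and p-values come from DESeq2, and their p-value columns include values adjusted for FDR. All 6 columns of per-sample values were used, and they matched the library labels.

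The reads behind each value were recovered from the step of each library, and totals ranged from 12598888 to 17129463 reads. The top 10 genes held 2.51% to 2.81% of the normalized counts of a library. These depths limit genes near the filter of a mean of 10 most. Genes with similar copies, such as OsNAS1 and OsNAS2 or hemoglobins 3 and 4, are uncertain where reads could be split between them.

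The main test was limma 3.58.1 in R 4.3.3 with a trend, on log2 of the normalized count plus a pseudocount of 1, as set for a signal before the deposited table was examined. Alternatives were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, quantile normalization, a replicate block, each library left out in turn, the adjusted p alone, chromosomes 1 to 3, and the authors' deposited p-values over the tested genes. The authors' listed genes in place of the calls, and the iron acquisition list without the genes of Fig. 4d, were added after seeing the data. On simulated counts for 24744 genes with the control means and the depths of these libraries, limma called 100% of 50 genes raised 4-fold and 92% of 50 genes lowered to 0.25 of their level. At 8-fold it called 100% in both directions, and it called 2 of 24544 unchanged genes. The simulation changed only genes with a control mean well above the filter, so these rates do not describe genes near it. It also changed a far smaller share of genes than the 17.2% called in the data.

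The 23 gene lists were fixed before the deposited table was examined, as gene IDs (iron lists) or as words in the gene descriptions, but after the called genes of Supplementary Data 1, which come from the same 6 libraries, had been seen, so that they are not independent of these data. They cover iron transport (Fig. 4d), iron acquisition, iron storage, peroxidases, cytochromes P450, heme proteins, hemoglobins, lignin, fatty acid synthesis and lipid transfer, the cell wall, carbohydrate enzymes, metals, nutrient transporters, transporters, kinases, detoxification, defence and jasmonate, cell division, ribosomal proteins, heat shock proteins, root hairs, photosynthesis and seed storage. Over-representation was tested by a one-sided Fisher's exact test against all tested genes, and direction by camera with a preset correlation of 0.01 and with an estimated one. The exact test treats genes as independent. Gene Ontology annotation was not used here.

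Named genes were fixed by a rule: the genes of Fig. 4d, every tested gene of the iron acquisition and iron storage lists, the 8 largest and 8 smallest fold changes among called genes with a functional description, a higher group mean of at least 100 and no overlap between groups, and up to 3 higher and 3 lower genes per list with the smallest adjusted p. Values in Supplementary Data 1, of which the first 1999 of 2068 rows were at hand, had been seen. Gene symbols come from Supplementary Data 2 and the descriptions in the table. The qRT-PCR measurements were not analysed here.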

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

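The count over other splits of the libraries was planned, with what it would show written after the result was seen, and the list tests and the test by chromosome were planned too, while the tests of explanations here were chosen after the results were seen. Among these, 1 on the scaling of the libraries replaced a median over genes with an ID ending in 00 (0.0187), which the normalization itself holds near 0, and 2 replaced earlier tests that had not decided: the number of raised iron acquisition genes still called without control 2 (7 of 10, where at least 8 had been set as the bound), and whether each of the 4 lowered root hair genes stayed called without any 1 library (3 did in the lowest case). The latter was replaced first by the fold nearest to 0 of these 4 genes (-0.97), which were chosen because they were lower, and then by the median of the whole list. Both values are given below.

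Of 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real split, which is the real one with 4428, and the highest of the others gave 0. With 10 splits a share under 0.05 cannot be reached.

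Of 14 tested iron acquisition genes, 10 rose and 4 were not called, and the shift of the list had an adjusted p = 0.553 with an estimated correlation between genes (camera). All 10 that rose were lowest in control 2. For the whole list, low values of control 2 as the whole cause are argued against by the median log2 fold change, 1.99 with control 2 and 1.65 without it. That list holds 5 tested genes of Fig. 4d, which the paper chose on these samples. Over the 9 other genes the median was 1.12 with control 2 and 0.93 without it, and 3 stayed called. As 0.93 is under the bound of 1 set for the test, it does not decide for these 9 genes. The calls of Os03g0379300 (1.12 to 0.72, standard error 0.25) and OsNramp1 (1.09 to 0.93, standard error 0.16) ended because the fold fell under 1. That of Os01g0647200 (1.71 to 1.35, standard error 0.63) ended because its adjusted p was 0.106 from limma. Reads shared between the nicotianamine synthase copies leave the 8 other raised genes unexplained. A lower iron status of the HSAL root tips may also raise such genes, and the median log2 fold change of the 4 iron storage genes, 0.19 (from -0.37 to 1.01), decides neither way. The paper reports more iron in roots of other seedlings after 10 days with HSAL, in a nutrient solution with and without added iron. That speaks against less iron in those seedlings. The seedlings sequenced here grew in water, and iron was not measured in these root tips at 12 h. A response to iron made more available and a response to less iron therefore cannot be told apart from these libraries.

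Of 13 tested genes of root hairs and the Casparian strip, called the root hair list here, 4 were lower, a group the paper does not discuss. The list had an adjusted p = 0.300 among lower genes (exact test), and its shift an adjusted p = 0.0226 with a preset correlation (camera) and an adjusted p = 0.384 with an estimated one. The log2 fold changes of the 4 lower genes stayed at -0.97 or below without any 1 library. These genes were chosen because they were lower in the same libraries, which favours such an outcome, so it describes these 4 genes only. For all 13 genes, a single deviating library as the cause stays open. Their median log2 fold change, -0.20, came to -0.158 in the case nearest to 0 without 1 library, too small a shift to decide. Root pieces with less of the hair-bearing zone may give the same fall, and would hold relatively more dividing cells. The median log2 fold change of the 211 division genes was -0.0039 (quartiles -0.32 and 0.27), which decides neither way. An effect of HSAL on root hair genes stays open as a hypothesis, which could be tested by measuring these genes in root pieces cut at the same distance from the youngest root hairs.

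Uncharacterised gene models, described as hypothetical or non-protein coding and with an ID not ending in 00, had a median log2 fold change of -0.33, with 808 of 3244 lower and 235 higher. Low counts are argued against by the median of -0.26 among the 742 models with a mean over 300. A factor per library would move all genes alike, and the scaling of the libraries is argued against by the median of the models minus that of the 21091 genes with an ID ending in 00, -0.353 (-0.381 to -0.335 without 1 library). The share of the models in the normalized counts was 8.70%, 9.20% and 8.93% in the control libraries and 7.00%, 7.19% and 7.34% with HSAL. A difference in RNA or library preparation between the groups could give the gap of 1.36 percentage points between the lowest control and the highest HSAL library, and cannot be told apart from the treatment because it would follow the groups.

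In the authors' deposited table, 4759 genes pass the stated thresholds, and 2691 of them are outside the authors' lists of 2068 called genes. In the order of the Os IDs, all 1427 before Os03g0431200 are listed and 380 of 3071 (12.4%) from it on. Of the genes called here, 1620 of 10023 tested on chromosomes 1 to 3 (16.2%) and 2808 of 15708 on chromosomes 4 to 12 (17.9%) were called (odds ratio 0.886, p = 3.8e-04, two-sided Fisher's exact test), with an odds ratio of 0.949 without a filter (p = 0.0896, exact test) and 1.00 by the adjusted p alone (p = 0.897, exact test). The defence and jasmonate list, which the paper does not discuss, had 103 genes higher. Ribosomal protein genes had a median log2 fold change of 0.47. Non-symbiotic hemoglobin 4 had a mean of 208 normalized counts in the control and no read in any library with HSAL.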

How the results depend on the processing

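The authors' listed genes in place of the calls, and the iron acquisition list without the genes of Fig. 4d, were added after seeing the data, and the other settings were planned. Without the genes of Fig. 4d, 6 of 9 iron acquisition genes were higher and 0 lower, and 3 to 6 of 9 were higher without 1 library (3 without control 2). Counts of called genes stayed within 1.5 times 2057 higher and 2371 lower except with a mean of at least 50 (1174 and 1347, fewer genes tested), by the adjusted p alone (5431 and 5517, no fold change threshold) and on chromosomes 1 to 3 (702 and 915, fewer genes tested). Leaving out 1 library gave 1859 to 2116 higher and 2100 to 2415 lower, and edgeR and DESeq2 gave 2080 and 2351, and 2036 and 2288. The odds ratio of called genes on chromosomes 1 to 3 was 0.882 to 0.908 without 1 library, 0.949 without a filter (p = 0.0896, exact test) and 1.00 by the adjusted p alone (p = 0.897, exact test). The difference was thus lost by the adjusted p alone, and the cause was not tested. Lists over-represented among called genes numbered 13 to 14 without 1 library (14 in the main setting), among higher genes 15 to 15 (15), and among lower genes 0 to 2 (0), with 2 without control 2 and 1 without control 3. By the adjusted p alone 2 lists were over-represented among lower genes, and the cause was not tested. With the authors' listed genes in place of the calls, the numbers were 10, 15 and 0. Depth limits genes near the filter most.

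With the replicate number as a replicate block, 2056 genes were higher and 2388 lower, of which 2041 and 2354 were among those called without it. The numbers do not pair the libraries: deviations from the group means correlated by 0.0964, -0.0023 and -0.0143 for numbers 1, 2 and 3, and number 1 alone correlated best with its own number.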

Differences from the paper's values

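The paper gives 956 up-regulated and 1112 down-regulated genes, together 2068, at the thresholds used here, and the values here are 2057, 2371 and 4428. Among the alternatives set before the deposited table was examined, the values come within 1.5 times the paper's with a mean of at least 50 (1174, 1347 and 2521) and on chromosomes 1 to 3 (702, 915 and 1617). With the pseudocounts of 0.5 and 5, no filter, edgeR, DESeq2, quantile normalization, the replicate block, each library left out, the adjusted p alone and the authors' deposited p (1994, 2252 and 4246) they do not. In the authors' deposited table, 2270 genes are higher and 2489 lower at the stated thresholds, of which the authors' lists hold 956 and 1112. Of the 2068 listed genes, 1802 were tested here, and 1774 of these were called in the same direction. The listed genes not tested here lie under the minimum mean of the main test, and so under a mean of 50. They argue against a filter at a mean of 50 as the source of the paper's counts. In the order of the Os IDs, all 1427 that pass before Os03g0431200 are listed, and 380 of 3071 from it on.

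The paper states that several iron transport genes were induced, and Fig. 4d shows 8, of which 6 were called higher here. The paper also reports the change of iron transport genes by qRT-PCR on root tips, which was not analysed here. In the authors' deposited table the same 6 pass the stated thresholds, and OsIRT1 (log2 fold change 0.934) and OsYSL2 (adjusted p = 0.746 from DESeq2) do not. Of the 8, 4 are in the authors' lists of called genes. OsYSL2 was not tested, with 0.587 ± 0.519 normalized counts in the control and 1.45 ± 1.63 with HSAL (SD, n = 3 per group). OsIRT1 had a log2 fold change of 0.995 and was called without control 1, without control 3, without HSAL 3 and by the adjusted p alone, and its log2 fold change was 0.68 without control 2.

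The paper names heme binding as the most enriched function among down-regulated genes, and here heme proteins had an odds ratio of 1.39 among lower genes (adjusted p = 0.341, Fisher's exact test). It passed without control 2 (adjusted p = 0.00999, exact test) and not with the authors' listed genes, a setting chosen after seeing the values (adjusted p = 0.416, exact test). Among all changed genes heme proteins had the smallest adjusted p of the lists here too. The paper names transmembrane transport as the enriched process among down-regulated genes, and here transporters had an odds ratio of 0.998 among lower genes, passing in no setting run. The lists come from gene descriptions and not from Gene Ontology terms. The background was all tested genes, of which 9.21% were lower, and held uncharacterised models, of which 24.9% were lower. Of genes with an ID ending in 00, 6.43% were lower, against 12.3% of heme proteins and 9.20% of transporters. No list was tested against these genes alone, so the differences from the paper cannot be separated from the background.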

Other observations

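Within the defence and jasmonate list, smaller groups were counted that were chosen after the values were seen. Of 64 tested WRKY genes, 23 were higher and 3 lower with HSAL (limma), and of 14 genes with a Tify or ZIM domain, 6 were higher and 0 lower. Chitinase, pathogenesis-related and thaumatin genes had 19 higher and 2 lower of 63. Disease resistance genes, with or without an NB-ARC domain, had 40 higher and 34 lower of 283. The jasmonate ZIM-domain gene Os09g0439200 rose from 45.4 ± 5.04 to 266 ± 23.1, and the allene oxide synthase gene Os03g0767000 of jasmonate synthesis from 349.9 ± 58.9 to 788 ± 17.2 (mean ± SD of normalized counts, n = 3 per group, both chosen after their values were seen). As a group the list was higher with a preset correlation (camera, adjusted p = 0.0184), with an adjusted p = 0.384 with an estimated correlation. Of 7 chalcone synthase genes, 1 rose and 5 fell. Os07g0214900, similar to chalcone synthase C2, rose from 20.1 ± 20.2 to 879 ± 12.6, and Os05g0212900, similar to chalcone synthase J, had 84.9 ± 13.7 in the control and no read with HSAL, at least 79.9-fold lower against a floor of 3 reads over the group (n = 3 per group, both chosen after their values were seen).

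Of 290 ribosomal protein genes, 9 were higher and 3 lower (limma, the same numbers when adjusted over the list alone), while by the adjusted p alone 212 were higher and 6 lower, most of them by less than the fold change threshold. Their shift had an adjusted p = 6.3e-19 with a preset correlation (camera) and an adjusted p = 0.384 with an estimated correlation. Os09g0568400, similar to 60S ribosomal protein L40, rose from 844 ± 133 to 2326 ± 223 (SD, n = 3 per group). Of 211 genes of DNA replication and cell division, 2 were higher and 12 lower (the same numbers when adjusted over the list alone), and of 193 heat shock and chaperone genes, 3 and 7 (the same numbers when adjusted over the list alone). By the adjusted p alone, 51 division genes were higher and 40 lower, and 40 heat shock genes were higher and 25 lower. The division list had a median log2 fold change of -0.0039. Os03g0108800, similar to cyclin-dependent kinase A-1, fell from 359 ± 24.4 to 109 ± 23.3 (SD, n = 3 per group). Among lists for other tissues, 1 photosynthesis gene was higher and 2 were lower of 15 (the same numbers when adjusted over the list alone), and 2 seed storage genes were higher and 1 lower of 32 (the same numbers when adjusted over the list alone).

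Some genes were read in one group alone. With at least 60 reads in one group and at most 1 in the other, 73 genes were seen with HSAL and 50 in the control.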
